# RNA-Seq and CyTOF immuno-profiling of regenerating lacrimal glands identifies a novel subset of cells expressing muscle-related proteins

**DOI:** 10.1371/journal.pone.0179385

**Published:** 2017-06-29

**Authors:** Dillon Hawley, Jian Ding, Suharika Thotakura, Scott Haskett, Hema Aluri, Claire Kublin, Audrey Michel, Lisa Clapisson, Michael Mingueneau, Driss Zoukhri

## Abstract

The purpose of the present studies was to use CyTOF and RNA-Seq technologies to identify cells and genes involved in lacrimal gland repair that could be targeted to treat diseases of lacrimal gland dysfunction. Lacrimal glands of female BALB/c mice were experimentally injured by intra-glandular injection of interleukin 1 alpha (IL-1α). The lacrimal glands were harvested at various time points following injury (1 to 14 days) and used to either prepare single cell suspensions for CyTOF immuno-phenotyping analyses or to extract RNA for gene expression studies using RNA-Seq. CyTOF immuno-phenotyping identified monocytes and neutrophils as the major infiltrating populations 1 and 2 days post injury. Clustering of significantly differentially expressed genes identified 13 distinct molecular signatures: 3 associated with immune/inflammatory processes included genes up-regulated at days 1–2 and 3 associated with reparative processes with genes up-regulated primarily between days 4 and 5. Finally, clustering identified 65 genes which were specifically up-regulated 2 days post injury which was enriched for muscle specific genes. The expression of select muscle-related proteins was confirmed by immunohistochemistry which identified a subset of cells expressing these proteins. Double staining experiments showed that these cells are distinct from the myoepithelial cells. We conclude that experimentally induced injury to the lacrimal gland leads to massive infiltration by neutrophils and monocytes which resolved after 3 days. RNAseq and immunohistochemistry identified a group of cells, other than myoepithelial cells, that express muscle-related proteins that could play an important role in lacrimal gland repair.

## Introduction

The inability of the lacrimal gland to repair/regenerate as a result of chronic inflammation, leads to lacrimal gland dysfunction. This chronic inflammation is associated with several pathological conditions including several autoimmune diseases such as Sjögren’s syndrome, sarcoidosis, and rheumatoid arthritis [1, 2]. The lacrimal gland produces the majority of the aqueous portion of the tear film. Thus, dysfunction of the lacrimal gland results in decreased secretion of the aqueous layer of the tear film leading to keratoconjunctivitis sicca (KCS) or dry eye disease [3, 4]. Dry eye symptoms include irritation, blurred and fluctuating vision and if unmanaged can lead to sight-threatening corneal ulceration in severe cases. The overall economic burden of dry eye disease in the US is estimated at $5 billion annually due to reduced productivity and the cost of therapies. Only two FDA approved drugs, with limited efficacy, are currently available stressing the need for additional therapies for dry eye disease.

Previously, we have shown that the murine lacrimal gland has the ability to repair itself after experimentally induced injury [5]. Inflammation caused by the injury leads to transient aqueous tear deficiency, which is relieved, after repair is complete in 7–14 days. The exact mechanisms that underlie lacrimal gland repair are still not fully understood. It has been shown that lacrimal gland injury/inflammation triggers epithelial-mesenchymal transition (EMT), which generates cells with mesenchymal stem cell-like properties [6]. The mobilization of slowly-cycling, label-retaining cells as well as resident stem/progenitor cells during lacrimal gland repair has also been demonstrated [7]. In addition, runt-related transcription factor 1 and 3 (Runx1 and 3), regulators of stem cell proliferation and differentiation, are also involved in lacrimal gland repair [8].

Novel technologies such as RNA-sequencing (RNA-Seq) and cytometry by time-of-flight (CyTOF or mass cytometry) allow for the interrogation of the whole transcriptome in an unbiased way and deep immunophenotyping of heterogeneous single cell suspensions, respectively. Mass cytometry has been used to characterize immune subsets in the target tissue and blood of both mouse models of Sjögren’s syndrome and patients with primary Sjögren’s syndrome [9, 10]. RNA-Seq transcriptomic analyses were reported in various diseases, such as Crohn’s disease, renal injury, chronic periodontitis, and many others [11–14]. Differential gene expression analysis of RNA-Seq and microarray data has become a common tool to compare gene expression between individuals, tissues, and cell subsets. A few studies used microarrays to investigate gene expression in the lacrimal gland following acute corneal trauma, loss of parasympathetic secretion and botulinum toxin B injury [15–17]. RNA-seq has not been used yet to investigate gene expression changes occurring during lacrimal gland tissue repair following an inflammatory injury process.

Herein, we used CyTOF immunophenotyping and RNA sequencing technologies to investigate the processes and cells involved in lacrimal gland repair in a model of experimentally-induced lacrimal gland tissue injury. Among 40,000 coding DNA sequences examined, 2,131 transcripts showed statistically significant expression changes upon tissue injury when compared to un-injured lacrimal glands. Both CyTOF and RNA-Seq analyses identified neutrophils and monocytes as the main infiltrating immune cell types 1 and 2 days post injury. Following resolution of the inflammatory process, the expression of a small number of genes was significantly altered between days 3 and 5 despite the major histological alterations that occurred during this time period. Finally, we identified a group of cells expressing muscle-related proteins 2 days post injury that might play a role in lacrimal gland regeneration. Interestingly, these cells did not express typical markers associated with myoepithelial cells, the only known cells in the lacrimal glands to express muscle proteins, thereby indicating that they might correspond to a novel subset of cells or a novel cellular phenotype.

## Materials and methods

### Animals and treatments

BALB/c mice (10–12 weeks old) were purchased from The Jackson Laboratories (Bar Harbor, ME). The lacrimal glands of each mouse (3 mice / treatment group) were injected with either saline (control) or 1 μg interleukin-1 alpha (IL-1, PeproTech, Rocky Hill, NJ) in a total volume of 2 μL. The lacrimal glands were harvested 1, 2, 3, 4, 5, 7, or 14 days post-injection. The lacrimal glands from non-injected mice were also harvested and used as normal control. All experiments were performed in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and the Guidelines for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996) with approval from the Tufts Medical Center Animal Care and Use Committee.

### RNA extraction, quality control, and RT-PCR

RNA was extracted from the lacrimal glands using the miRNeasy isolation kit (Qiagen, Valencia, CA), using the manufacturer’s protocol. Briefly, the tissue was homogenized in QIAzol lysis buffer and incubated for 5 minutes at room temperature. Chloroform was then added to the homogenate, followed by centrifugation at 12,000 x g at 4°C. Next, the aqueous layer was mixed with 1.5 volumes of absolute ethanol and run through the MiniElute spin columns. Buffers RWT, RPE (both provided in kit), and 80% ethanol were then sequentially run through to wash the column. Finally, 20 μL of RNAse-free distilled water was used to elute RNA from the column. RNA samples were stored at -80°C until downstream use.

The concentration and purity of RNA was assessed using a NanoDrop 1000 (ThermoFisher Scientific, Waltham, MA). Total RNA quality was assessed by examination of RNA size distribution on RNA Nano LabChips (Agilent Technologies, Santa Clara, CA) processed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), using the total RNA electrophoresis program. For samples analyzed, a RNA integrity number (RIN) was generated for each Bioanalyzer trace using 2100 Expert Software (Agilent Technologies, Santa Clara, CA). The maximum RIN score is 10.0 and samples with RIN values of 8.0 or higher were viable for RNA-sequencing analyses.

Purified total RNA (20 ng) was used for reverse transcription and PCR amplification with OneStep RT-PCR Kit (Qiagen, Valencia, CA) using primers designed using NCBI/ Primer-BLAST specific to *Vimentin*, *Snai1*, *Runx2*, and *GAPDH* in a thermal cycler (2720 Thermal Cycler; Applied Biosystems, Foster City, CA). The reverse transcription reaction was conducted at 52°C for 30 minutes followed by PCR according to the manufacturer's instructions. The cycling conditions were 15 minutes hot start at 95°C, 25 to 30 cycles of denaturation for 40 seconds at 94°C, annealing for 40 seconds at 53°C, extension for 1 minute at 72°C, and a final extension at 72°C for 10 minutes. After amplification, the products were separated by electrophoresis on a 1.5% agarose gel and visualized by UV light after ethidium bromide staining.

### RNA-Seq library preparation and sequencing

For each lacrimal gland sample, 500 ng of RNA were used to construct sequencing libraries using Illumina’s TruSeq Stranded mRNA HT Sample prep kit (Cat # RS-122-2103). The products were purified and enriched with PCR for 12 cycles to create the final cDNA library. Automated library preparations were carried out according to manufacturer’s recommendations using an Arrayplex automated liquid handler (Biomek FXP Arrayplex, Beckman Coulter). TruSeq adapter sequences available in the Illumina Customer Sequence Letter on Illumina support were used in the experiment. Libraries were quantified using Illumina Library Quantification Kit (KK4824). Multiplexed samples were equimolarly pooled, diluted to 2nM pool for final analysis on Agilent High Sensitivity DNA Kit to run on three rapid flowcells per lane and sequenced using 2 x 50 ntd paired-end runs of Illumina HiSeq 2500 platform.

### RNA-Seq mapping, quality control, and differential expression analysis

STAR aligner was used for genome alignment and to generate BAM files. The percentage of uniquely mapped reads was used as a metric to identify poor sequencing quality and exclusion of samples from gene quantification and differential expression analysis. RSEM software was then used for gene expression quantification and principal component and heatmap analyses were performed to identify biologically reproducible replicates for downstream differential expression analysis using DESeq2.

### Statistical analyses

All statistical analyses and plotting were performed using the R statistical programming language (version 3.2.2; www.r-project.org). Significantly up- and down-regulated genes were identified based on a fold change (FC) of +2 or -2, respectively, and a false discovery rate corrected p-value of 0.05 or less. Raw expression files were used to identify genes that were not expressed in uninjured lacrimal glands based on an expression value of zero in all three replicate samples. The expression patterns of differentially expressed genes, fold-fold change plots, and cluster plots were created, using the ggplot2 package (version 2.2.1; https://cran.r-project.org/web/packages/ggplot2/index.html). The KMeansClustering module of GenePattern (version 3.9.8; The Broad Institute, Cambridge, MA) was used to perform clustering and identify molecular signatures of differentially expressed genes using default settings and k = 50 clusters (where k ≈ √# genes). Differentially expressed genes lists from each day and clusters were used for gene set enrichment analysis of biological process gene ontology terms using the gProfileR package (version 0.6.1; https://cran.r-project.org/web/packages/gProfileR/index.html). The following settings were used for enrichment analyses to identify significant hits: organism = “mmusculus”, src_filter = “GO:BP”, hier_filtering = “moderate”, and max_p_value = 0.001.

### Preparation of lacrimal gland single cell suspensions

Excised lacrimal glands were minced using scissors to dissociate the tissue and enzymatically digested at 37°C under rotating agitation (100 rpm) in DMEM medium containing 232 U/mL collagenase II (Worthington, Lakewood, NJ) and 8 U/mL DNAse I (Sigma-Aldrich, Natick, MA). After two washes in calcium- and magnesium-free phosphate buffered saline (PBS) containing 1mM EDTA, cellular aggregates were resuspended in 0.5 mL of TrypLE Express Enzyme (Gibco, ThermoFisher Scientific, Waltham, MA) and incubated for 2 minutes at 37°C. Enzyme inactivation was achieved by dilution with 4 mL of DMEM and immediately followed by gentle up-and-down pipetting to facilitate cell dissociation. The resulting cell suspension was washed twice with medium supplemented with 0.8 U/mL DNAse I. Single cell suspensions for CyTOF immuno-phenotyping experiments were resuspended at 10x10^6^ cells/mL in PBS and fixed in 2% methanol-free formaldehyde (Electron Microscopy Sciences, Hatfield, PA) for 20 minutes at room temperature. After 2 washes in PBS-0.5% BSA-0.02% sodium azide, 100 μL cell aliquots containing a maximum of 2 x 10^6^ cells each were flash frozen on dry ice and stored at -80°C prior to use. Spleens and lymph nodes were disaggregated into single cell suspensions and red blood cells were lysed using RBC lysis buffer (eBiosciences, San Diego, CA).

### Mass cytometry

Fixed and frozen cell suspensions were thawed on ice. Samples were stained and prepared for CyTOF analysis as previously-described [18], using an optimized cocktail of 30 metal-conjugated antibodies designed to identify major and minor mouse cell subsets (Table 1). Following acquisition on a CyTOF II (Fluidigm, San Francisco, CA), samples were normalized to internal bead standards. viSNE algorithm was used to define an optimal gating hierarchy and to explore tissue cellular composition in an unbiased manner. Cell subsets were next identified by manual gating using FlowJo software.

**Table 1:** Mass cytometry (CyTOF immunophenotyping) antibody panel.

Antigen	Antibody Clone	Symbol	Mass
CD8	53–6.7	Cd	114
Ly-6G	RB6-8C5	Pr	141
CD11c	N418	Nd	142
CD115	AFS98	Nd	144
CD4	RM4-5	Nd	145
F4/80	BM8	Nd	146
CD45.2	104	Sm	147
CD19	6D5	Sm	149
IgD	11-26c.2a	Nd	150
IgM	RMM-1	Eu	151
CD3ε	145-2C11	Sm	152
CD45.1	A20	Eu	153
CD11b	M1/70	Sm	154
Thy1.2	30-H12	Gd	156
CD93	AA4.1	Gd	158
CD23	B3B4	Tb	159
CD5	53–7.3	Gd	160
Ly-6C	HK1.4	Dy	162
CD25	PC61	Dy	164
CD317	927	Ho	165
CD326	G8.8	Er	166
NKp46	29A1.4	Er	167
CD21	7G6	Er	168
TCRβ	H57-597	Tm	169
CD49b	HMα2	Er	170
CD44	IM7	Yb	171
CD86	GL1	Yb	172
IA-IE	M5/144	Yb	174
CD38	90	Lu	175
B220	RA3-6B2	Yb	176
Cisplatin		Pt	195

### Immunohistochemistry

Excised lacrimal gland tissue was fixed in 4% formaldehyde at 4°C overnight followed by paraffin embedding. Tissue sections (6 μm) were mounted on microscope slides for histopathology and immunofluorescent staining. Sections were de-paraffinized and re-hydrated through graded alcohol solutions. For histopathology experiments, tissue sections were stained with Harris’ Hematoxylin and Eosin Solutions. For immunofluorescence experiments, tissue sections were subjected to heat-mediated antigen retrieval, for 15 minutes, using Antigen Unmasking Solution (VectorLabs, Burlingame, CA). Next, sections were permeabilized using 0.1% Triton X-100 for 10 minutes at room temperature. Nonspecific binding sites were blocked using 10% normal donkey serum and donkey anti-mouse IgG blocking antibodies, for mouse primary antibodies (Jackson ImmunoResearch Laboratories, Westgrove, PA). The slides were then incubated overnight at 4°C with one of the following primary antibodies: from Abcam (Cambridge, MA), a mouse monoclonal antibody against ryanodine receptor 1 (1:100) and rabbit polyclonal antibodies against alpha smooth muscle actin (1:250) and collagen I (1:300); from eBiosciences (San Diego, CA) a mouse monoclonal antibody against desmin (1:100); from Santa Cruz Biotechnologies (Santa Cruz, CA) a mouse monoclonal antibody against β-taxilin (1:100) and sarcalumenin (1:100). Sections without primary antibody were included as negative controls. Next, sections were incubated with TRITC or FITC conjugated secondary antibodies against the appropriate species (1:100; Jackson ImmunoResearch Laboratories, Westgrove, PA) for 60 minutes at room temperature. For double labeling experiments staining was completed sequentially with the first set of primary and secondary antibody staining before starting incubation with the second antibody. Finally, sections were covered with VectaShield Antifade Mounting Medium containing DAPI (VectorLabs, Burlingame, CA) to counterstain nuclei. Sections were visualized using a microscope equipped for epi-illumination (Nikon UFXII Epi-Illuminator).

## Results and discussion

### Acute lacrimal gland injury

We have used our established animal model of acute injury to the lacrimal gland via intraglandular injection of IL-1α. In this model [19], the lacrimal gland undergoes major histological changes in response to IL-1α induced injury as evidenced by the large amount of infiltrating immune cells 1, 2, and 3 days post injury and extensive tissue damage (Fig 1). Repair begins 2–3 days post injury resulting in histologically normal tissue starting at day 4 (Fig 1). In our previous work, we reported that lacrimal gland injury involves activation of the epithelial to mesenchymal transition (EMT) as evidenced by up-regulation of *Snai1* and *Vimentin* gene expression [6]. Following total RNA extraction and quality control, as described in the Methods section (see RNA integrity values in S1 Table), the expression of *Snai1* and *Vimentin* was assessed to identify the gene signature associated with lacrimal gland injury and repair. As previously reported [6], we found that *Snai1* and *Vimentin* gene expression was up-regulated 1 and 2 days post injury and returned to basal levels after 5–7 days when tissue repair is completed (data not shown).

**Fig 1:**
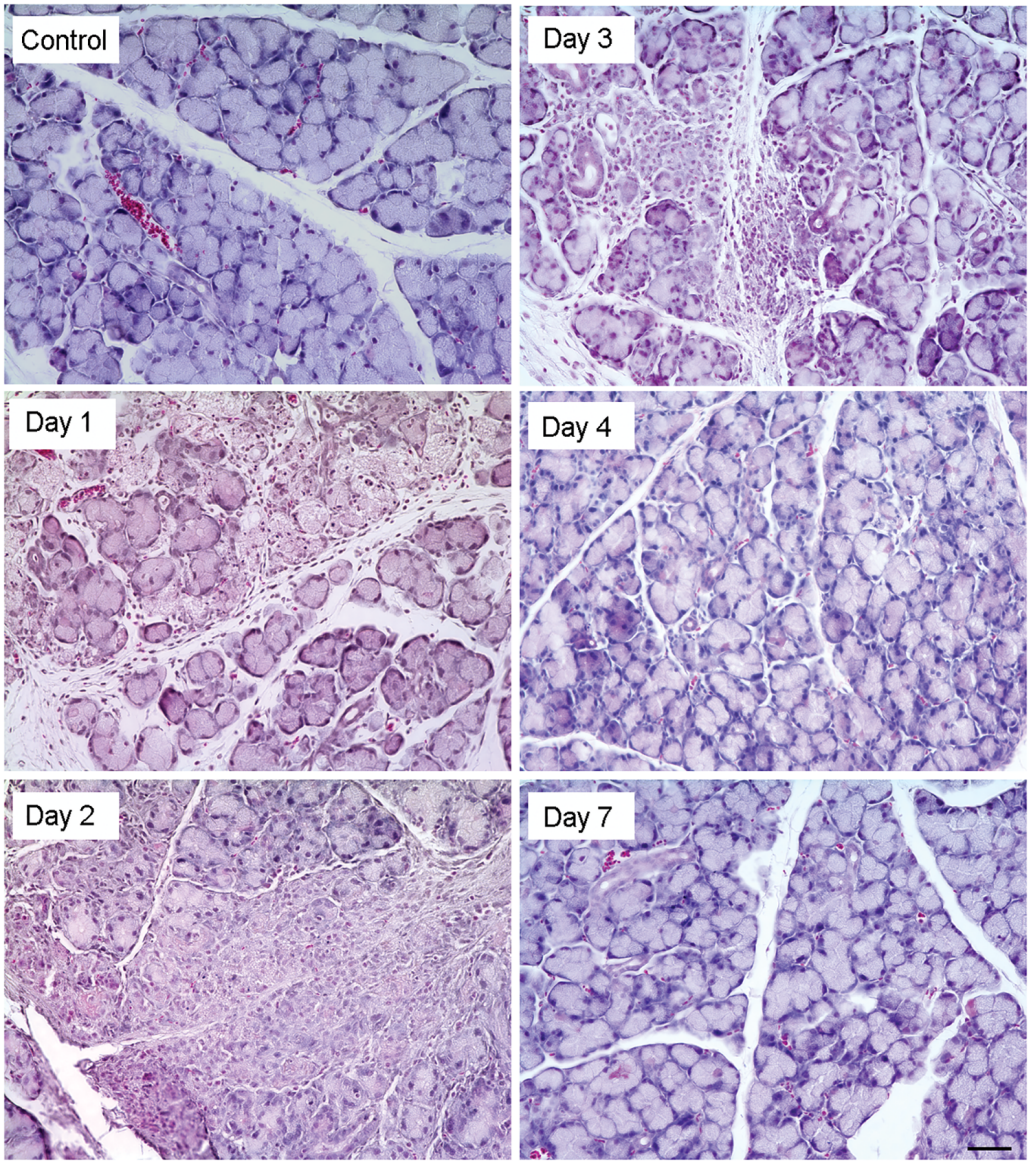
Histological analysis of IL-1α injected lacrimal glands. Lacrimal gland tissue was excised 1, 2, 3, 4, and 7 days post IL-1α or saline (vehicle) injection and processed for hematoxylin and eosin staining. Scale bar represents 50 μm for all panels.

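RNA was taken from the lacrimal glands of 27 female BALB/c mice from The Jackson Laboratories, 3 for each of 9 groups. These were uninjured glands (day 0), glands taken on days 1 to 5, on day 7 and on day 14 after an injection of IL-1α into the gland, and glands taken 14 days after an injection of saline, the vehicle. IL-1α is an inflammatory cytokine, and its injection is the acute injury of this model. The mice were 10 to 12 weeks old by the paper's methods and 8 to 10 weeks old by the sample labels. Each mouse gave 1 library (stranded mRNA, paired-end reads), so replicates are separate animals. Values of 26 libraries were used, whose RNA integrity values in the paper's S1 Table were 8 or higher. Day 7 replicate 2 was not analysed here, because it has no values in the data read. Following the paper, day 2 replicate 3, day 4 replicate 1 and day 7 replicate 1 were left out of the tests between groups. This leaves 23 libraries, 3 each at days 0, 1, 3, 5 and 14 and in the saline group, 2 at days 2 and 4, and 1 at day 7, whose difference from day 0 has no replicate check of its own and takes its spread from the other groups.
The authors aligned the reads with STAR to the mouse genome, counted them per gene with RSEM and tested them with DESeq2. Their deposited values are RSEM's estimated counts divided by 1 factor per library, called normalized expression here. For each library the factor was recovered from the spacing of the low values, which gave 9.5 to 13.1 M estimated counts, with a median of 11.0 M. By group the median was 11.5 M at day 0, 10.8 M at day 1, 10.9 M over all 3 libraries of day 2, 10.1 M at day 3, 10.7 M over all 3 of day 4, 11.5 M at day 5, 10.7 M over the 2 of day 7, 11.3 M at day 14 and 11.8 M in the saline group. At day 0 the 10 most abundant genes held 70.8 to 75.3% of the normalized total, and at day 1 they held 53.8 to 54.3%, so the totals after normalization fell from 14.86 to 20.13 M at day 0 to 7.19 to 7.31 M at day 1. A fold change against day 0 is therefore relative to the median gene, and scaling to the total instead moves most genes upward. Genes with a value of at least 10 in at least 2 of the 23 libraries were tested (13762 of 43346). The values were analysed as log2(value + 1) with limma, with 1 fit over all 9 groups and Benjamini-Hochberg adjustment. A gene was called up- or down-regulated at an adjusted p of at most 0.05 and a change of at least 2-fold, and folds of low genes are understated by the added 1.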

Transcriptomic analysis of the lacrimal glands at different time points following IL-1α injury was performed. The percentage of uniquely mapped paired reads was >80% in all samples, except one sample which was therefore excluded. 

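Uninjured glands lay apart from glands of days 1 and 2 after IL-1α on the first component of a principal component analysis of all 26 libraries, which used log2(normalized expression + 1) of 13908 genes. The first component held 29.7% of the variance and the second 11.7%, 41.3% together. Day 0 libraries lay lowest on the first component, from -52.6 to -44.3. The libraries of day 1 lay from 54.5 to 60.9 on it. On the second component the day 5 libraries lay highest among the libraries kept for the tests, from 28.3 to 34.5, and the day 1 libraries lowest, from -54.6 to -45.8. With each gene scaled to unit variance the 2 components held 39.6%, and with the 500 most variable genes 44%. In the last form the day 0 libraries, at -26.3 to -17.8 on the first component, lay among libraries of days 3, 7 and 14 (-25 in day 3 replicate 2, -24.3 in day 7 replicate 3, -25.4 in saline replicate 2).

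**Figure D1:**
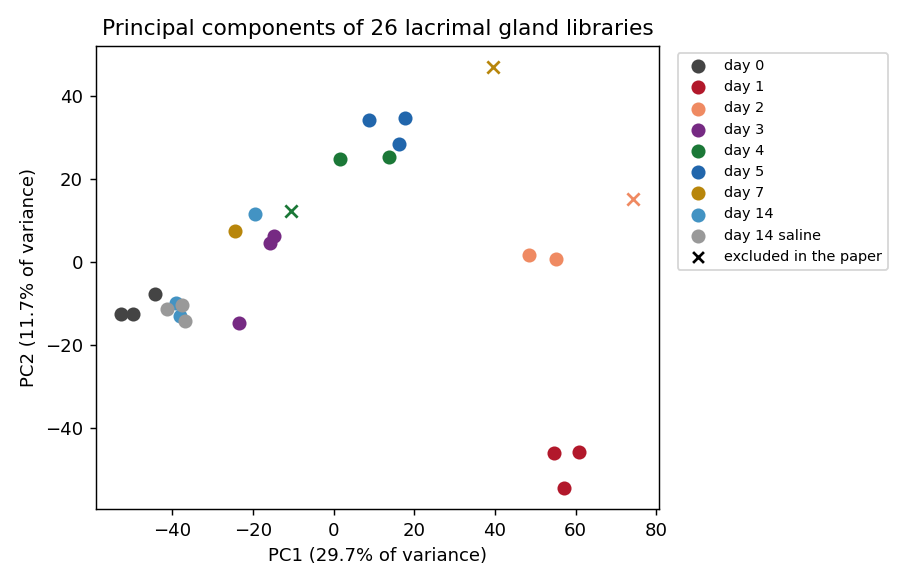
First and second principal components of the 26 libraries (scores, no unit), 1 point per library, coloured by day, with crosses for the 3 libraries the paper excluded. The day 1 libraries sit at the lower right, the day 4 and day 5 libraries in the upper part, and the day 0 and day 14 libraries at the left.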

Principal component analysis of the remaining samples showed that the first two principal components explained approximately 45% of the variability in the dataset (Fig 2A). Samples formed three distinct clusters in the PCA plot. Day 1 samples clustered together and were the farthest away from the other samples indicating extensive changes in gene expression during initiation of the reparative phase. 

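The 3 libraries of day 1 were close to each other, with nearest correlations of 0.878 to 0.884 over the 1000 most variable genes, while the highest correlation of any of them with a library of another day was 0.788. That partner was a library of day 2, and the kept day 2 libraries lay at 48.4 to 55.1 on the first component, next to day 1, and at 0.6 to 1.7 on the second, far above it. Between days 1 and 2 278 genes were higher on day 2 and 87 lower, a majority that turns with scaling to totals (207 higher and 284 lower). The 365 genes became 226 without day 1 replicate 1, 208 without day 2 replicate 1 and 95 without day 2 replicate 2. From the place of the day 1 libraries, farthest from the others, the paper concludes that gene expression changed extensively as repair was initiated.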

Most of the samples from injured lacrimal glands at day 2, 3, 4, and 5 clustered together and corresponded to the ongoing tissue repair process, which, based on our previous work, occurs during this time period. 

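At day 14 replicates 1 and 2 of the IL-1α glands, at -39 and -38 on the first component, lay among the saline-injected glands of the same day (-41.3 to -36.9), and replicate 3, at -19.5, among the glands of day 3 (-23.4 to -14.7). No gene passed both thresholds between the IL-1α and the saline glands of day 14 (0 genes by limma, with 682 at an unadjusted p under 0.05). Against day 0, 229 genes differed at day 14, 175 up and 54 down, and 132 differed in the saline glands, 92 up and 40 down. With only the 2 groups compared in each fit the counts were 29 and 18. Up-regulated in both were 65 genes (1.2 for independent lists) and down-regulated in both 25 (0.2), and part of the excess may come from the shared controls, since 3 control libraries cannot be split. Irs2, an adaptor of insulin signalling (ENSMUSG00000038894.6, chromosome 8, 10984681 to 11008458 of GRCm38), was lower in both, with a log2 fold change of -3.14 (standard error 0.33, limma's adjusted p = 4e-05) after IL-1α and -3.10 (standard error 0.33, limma's adjusted p = 3.07e-05) after saline. Its normalized expression was 438 ± 285 (SD, n = 3) at day 0, 42.8 ± 4.81 (SD, n = 3) at day 14 and 44 ± 5.9 (SD, n = 3) with saline. The count at day 14 fell to 110 without day 0 replicate 1 (32 of them down) and to 120 without day 14 replicate 1. The saline count was 42 without day 0 replicate 1, 155 without day 0 replicate 2 (23 of them down), 211 without day 0 replicate 3, and 72, 45 and 64 without saline replicates 1, 2 and 3, and 3 genes passed between IL-1α and saline without day 14 replicate 2.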

Finally, samples from injured lacrimal glands at day 14 clustered with control samples (uninjured lacrimal glands and saline-injected lacrimal glands at day 14 (sample 14S), indicating return to steady-state gene expression characteristic of healthy lacrimal gland tissue. Heatmap analysis also revealed a similar pattern with 2 large clusters distinguishing steady-state samples from injury/repair samples (Fig 2B). Within the injury/repair cluster we also identified 3 separate clusters, day 1 samples form an initiation of repair cluster, day 2, 4, and 5 samples form an ongoing repair process cluster, and day 3 samples form a distinct cluster. 

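Clustering by correlation over the 1000 most variable genes first separated the 6 libraries of days 1 and 2 from the 20 others, with average and with complete linkage and with all genes in place of the 1000. Within the branch of 6, days 1 and 2 parted into 3 libraries each. In the larger branch the days did not part in this way, except that over all genes of the filter, and not the 1000 most variable, the libraries of days 4 and 5 and day 7 replicate 1 formed a branch of their own. Cut into 4 over the 1000 genes, the branch with day 3 replicate 2 held Bpifa2, a salivary gland gene, at 15740 to 1232000. The branch with day 3 replicate 1 held it at 39.96 to 13060, and that with day 0 replicate 1 at 1030 to 214200. In day 3 replicate 2 Bpifa2 was 11.6% of the normalized total. Day and salivary RNA were not told apart in these groups and in the nearest pairs below. Day 3 replicates 2 and 3 stood nearest to day 4 replicate 3 (0.815) and to each other (0.798), and day 3 replicate 1 stood nearest to day 0 replicate 2 (0.778). Day 4 replicate 2 was nearest to day 5 replicate 1 (0.837) and day 4 replicate 3 to day 5 replicate 3 (0.86).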

Although the day 3 samples do not cluster with the other samples reminiscent of ongoing repair they do fall within the injury/repair cluster and not the steady-state cluster. 

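Day 2 replicate 3 lay at 74.3 on the first and 15.1 on the second component, beyond the other libraries of its day, but its nearest library was one of day 2 (correlation 0.858). Day 4 replicate 1 lay at -10.6 and 12.3, lower on both than the 2 other libraries of day 4, and was nearest to day 5 replicate 1 (0.822). Day 7 replicate 1 lay at 39.6 and 46.9, and day 7 replicate 3 at -24.5 and 7.4. The nearest library of day 7 replicate 1 was day 5 replicate 2 (0.784), with a correlation of 0.693 between the 2 of day 7. With these 3 libraries put back, 924 genes changed at day 7 in place of 26, and 1 library was all that day 7 had in the tests.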

Three outlier samples in the PCA analysis (arrows in Fig 2A) and heatmap (red boxes in Fig 2B) were identified and excluded from differential expression analyses. These samples did not cluster within the expected groups and may reflect biological variability that occurs in vivo following tissue injury.

**Fig 2:**
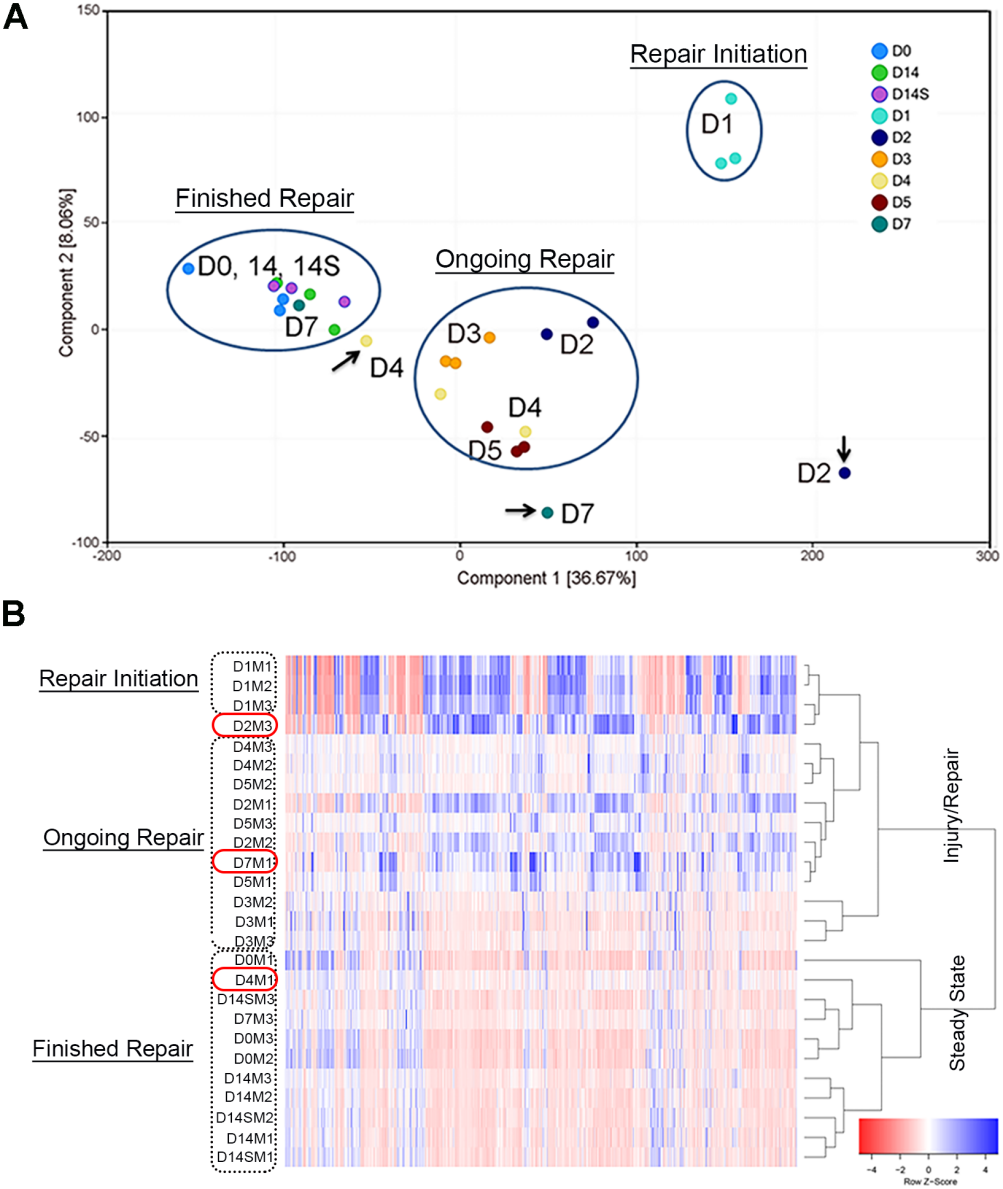
Principal component and heatmap analyses of RNA-sequencing samples. All samples were quality controlled to identify samples for exclusion from differential expression analysis. (A)Principal components analysis (PCA) was used to investigate replicate variability with 3 distinct clusters successfully identified. (B) Heatmap analysis was also used to cluster samples to identify samples for exclusion which identified 4 distinct clusters of samples. Samples (arrows in A, red circles in B) outside the defined clusters were excluded from downstream analyses.

The above data show that the major histological changes that are observed in response to experimentally induced injury with IL-1α are reflected in the RNA-sequencing data. The distinct clusters identified by PCA and heatmap analysis, correlate with the observed timeline of tissue inflammation and repair.

### Global changes in gene expression

In injured lacrimal glands, among 43,346 Coding DNA sequences in the mouse transcriptome, 2,131 were significantly differentially expressed when compared to control uninjured glands in at least one of the time points analyzed. 

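Against uninjured glands, 3244 of the 13762 genes tested changed on at least 1 of the days after IL-1α, 2455 of them upward and 839 downward. When the day 3 libraries, which stand apart in a set of genes, were left out of the fit as an alternative chosen after seeing the data, 3232 genes changed. The most up-regulated genes at day 1 were Saa3, an acute phase protein (ENSMUSG00000040026.7, chromosome 7, 46711998 to 46715700 of GRCm38), S100a9 and Slfn4. Normalized expression of Saa3 was 3.15 ± 3.35 (SD, n = 3) at day 0 and 2393 ± 433 (SD, n = 3) at day 1, a log2 fold change of 9.44 (standard error 0.54, limma's adjusted p = 7.39e-11). The log2 fold change of S100a9 was 9.44, and Slfn4 went from 2.82 ± 2.47 (SD, n = 3) to 1502 ± 276 (SD, n = 3). Among genes that fell, the lipase gene Pnliprp1 went from 73860 ± 19000 (SD, n = 3) to 2776 ± 543 (SD, n = 3), a log2 fold change of -4.71 (standard error 0.27, limma's adjusted p = 7.93e-11). Esp36, a gene of the exocrine gland-secreted peptides, had a log2 fold change of -4.38 and the secretoglobin gene Scgb2b20 one of -4.42.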

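The number of changed genes was highest at days 1 and 2, high again at days 4 and 5, and lower at days 3 and 14. Day 7 is not ranked, since only 1 library was compared there, and with the excluded libraries put back 924 genes changed. At day 1 1554 genes were up-regulated and 701 down-regulated. Fewer genes fell on each later day than at day 1, with 1516 up and 157 down at day 2, 354 and 79 at day 3, 959 and 58 at day 4, 1348 and 81 at day 5, and 16 and 10 at day 7, where 1 library was compared. The split into up and down depends on the scaling. The share of changed genes that were up was 68.9% at day 1, 90.6% at day 2, 81.8% at day 3, 94.3% at day 4, 94.3% at day 5, 61.5% at day 7, 76.4% at day 14 and 69.7% with saline. With libraries scaled to their totals it was 98.8, 99.5, 98.9, 99.7, 99.6, 76.2, 91.8 and 90.4%. That scaling moved the median gene upward by 1.17, 0.90, 0.69, 0.72, 0.78, 0.23, 0.23 and 0.21 on the log2 scale, in the same order. Leaving out day 4 replicate 2 brought the day 4 count of changed genes from 1017 to 416, leaving out day 0 replicate 1 brought the genes down at day 4 from 58 to 28, and leaving out day 3 replicate 2 brought the day 3 count from 433 to 270. In a test of each day's libraries with day 0 alone, 477 genes changed at day 4, 82 at day 3 and 0 at day 7 (limma, with 26 at day 7 in the fit over all groups). The paper's counts come from DESeq2 on counts, whose inputs were not used here.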

Expression of 1,029, 798, 31, 166, 269, 7 and 0 genes were up-regulated at day 1, 2, 3, 4, 5, 7 and 14, respectively, while the expression of 672, 60, 13, 4, 11, 0, and 5 genes were down-regulated at day 1, 2, 3, 4, 5, 7 and 14, respectively. The expression of differentially expressed genes (DEGs) at day 1, 2, 4, and 5 was plotted at all time points to visualize their behavior during the injury and repair process. Fig 3A and 3B showed a strong up and down-regulation of numerous genes at day 1 and 2, whereas, a smaller number of genes were differentially expressed at day 4 and 5 (Fig 3C and 3D). 

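Genes of innate immunity rose together on the first 2 days after IL-1α, on lists of genes fixed beforehand. All 26 interferon response genes were up-regulated at day 1 (26 when adjusted over the list alone) and 20 at day 2 (20), with a median log2 fold change of 3.34 at day 1 (camera's adjusted p = 2.49e-19, and adjusted p = 0.13 with an estimated correlation). Of 24 cytokine and chemokine genes, 23 rose at day 1 (23 over the list alone), with a median of 4.05 (camera's adjusted p = 1.11e-12, and adjusted p = 0.0256 with an estimated correlation), and 19 rose at day 2 (20 over the list alone). Neutrophil markers rose in 11 of 12 on both days (11 over the list alone), with medians of 5.79 and 4.28 (camera's adjusted p = 1.53e-09, and adjusted p = 0.0699 with an estimated correlation at day 1). Monocyte and macrophage markers rose in 11 of 16 at day 1 and in all 16 at day 2, with a median of 2.24 at day 2 (camera's adjusted p = 5.02e-18, and adjusted p = 0.0868 with an estimated correlation). Of 16 acute phase and epithelial defence genes 13 rose on each day (14 over the list alone), with a median of 4.99 at day 1 (camera's adjusted p = 4.47e-12, and adjusted p = 0.0283 with an estimated correlation).
Among the members, the neutrophil attractants Cxcl5 and Cxcl1 had log2 fold changes of 4.94 and 5.08 at day 1, and their receptor gene Cxcr2 was listed at 0 in the day 0 libraries and reached 148 ± 11.9 (SD, n = 3) at day 1. The monocyte attractant Ccl7 rose by 6.64, the interferon-induced Rsad2 by 4.71 and Oas3 by 4.59, and the Fc receptor gene Fcgr1 by 5.20 at day 1 and 4.91 at day 2. Interferon response genes were up-regulated in 0 of 26 at day 3 by limma and in 15 at day 4 and 20 at day 5 (median 1.49 at day 5, camera's adjusted p = 9.19e-13, and adjusted p = 0.189 with an estimated correlation). Between days 2 and 3 directly, 22 of these 26 genes were lower on day 3. The day 3 libraries also stand apart in genes outside this list, such as Zhx2, a repressor gene with a normalized expression of 8.53 ± 1.33 (SD, n = 3) at day 3 and 76.1 ± 1.43 (SD, n = 2) at day 2.

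**Figure D2:**
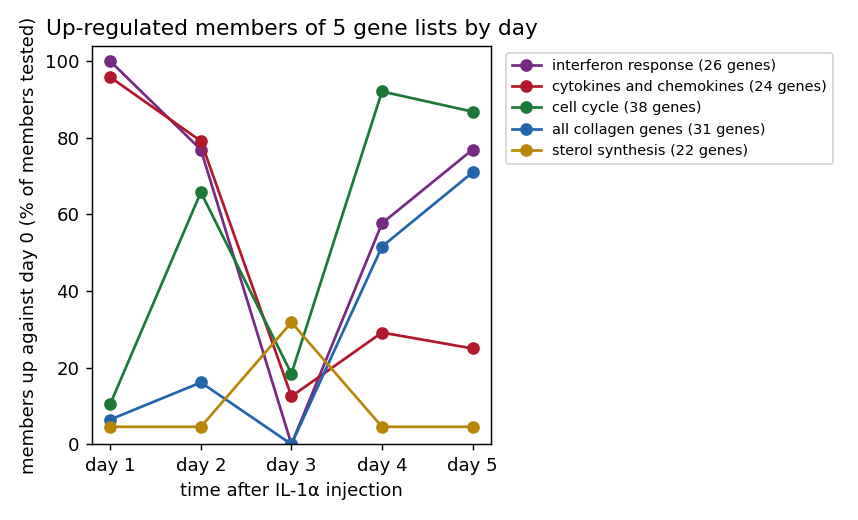
Percentage of the tested members of 5 gene lists that were up-regulated against day 0 (vertical axis) on days 1 to 5 after IL-1α injection (horizontal axis), 1 line per list. Interferon and cytokine lists are highest at day 1, cell cycle at day 4, collagens at day 5 and sterol synthesis at day 3.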

Gene set enrichment analyses, used to identify relevant biological processes, identified genes associated with immune processes and inflammation at day 1 and 2 (S2 Table). Top enriched categories included “defense response” and “immune system process”, with p-values of 3.66x10^-69^ and 7.05x10^-91^, respectively. For example, *Lipocalin* (*Lcn2*), which is expressed by neutrophils, was the most up-regulated gene (by 52-fold on day 1 and 10-fold on day 2) (Fig 3A and 3B). 

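Lcn2 (ENSMUSG00000026822.10, chromosome 2, 32384633 to 32388252 of GRCm38), which encodes an iron-binding protein of neutrophils and epithelia, had a normalized expression of 40.3 ± 6.07 (SD, n = 3) at day 0, 10240 ± 1090 (SD, n = 3) at day 1, 2372 ± 604 (SD, n = 2) at day 2, 391 ± 195 (SD, n = 3) at day 3 and 185 ± 89.5 (SD, n = 3) at day 5. Its log2 fold change was 7.96 (standard error 0.36, limma's adjusted p = 5.91e-12) at day 1 and 5.83 (standard error 0.40, limma's adjusted p = 4.61e-09) at day 2, and it remained past the thresholds to day 5, at 2.03. Csf3r, the receptor of the neutrophil growth factor G-CSF, rose by 6.54 at day 1 and 6.10 at day 2, Serpina3n by 6.70 and 4.45, and Clu, which encodes the chaperone clusterin, by 6.66 and 5.06.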

On day 4 gene set enrichment identified cell cycle and extracellular matrix associated processes with a top enriched category of “mitotic cell cycle process” (p = 2.33x10^-19^) (S1 Table). Accordingly, many of the most up-regulated genes at day 4 were indeed associated with cell cycle functions such as *Tpx2* (microtubule nucleation factor) and *Uhrf1* (ubiquitin-like containing PHD and RING finger domains) which are both regulators of the mitotic process (Fig 3C). 

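Proliferation genes were widely up-regulated at day 4. Of 38 cell cycle genes fixed beforehand, 35 rose at day 4 (35 when adjusted over the list alone) and none fell, with a median log2 fold change of 2.55 (camera's adjusted p = 5.84e-23, and adjusted p = 0.13 with an estimated correlation). Tpx2 (ENSMUSG00000027469.12, chromosome 2, 152847964 to 152895321 of GRCm38) had a normalized expression of 10 ± 0.763 (SD, n = 3) at day 0 and 82.4 ± 24 (SD, n = 2) at day 4, a log2 fold change of 2.89 (standard error 0.40, limma's adjusted p = 0.000136). Uhrf1 (ENSMUSG00000001228.10, chromosome 17, 56303321 to 56323486 of GRCm38) went from 32.9 ± 6.36 (SD, n = 3) to 146 ± 34.1 (SD, n = 2), a log2 fold change of 2.12 (standard error 0.29, limma's adjusted p = 0.000123). The proliferation marker Mki67 rose by 2.67 at day 4, the topoisomerase gene Top2a by 1.75 and the mitotic regulator Foxm1 by 2.88.
The rise was not confined to day 4. Of the 38 genes, 25 rose at day 2 (28 over the list alone), 7 at day 3 (14) and 33 at day 5 (33), with medians of 1.85, 1.00 and 2.11. At day 2 the log2 fold change of Tpx2 was 1.99 and that of Mki67 1.98. At day 1 4 of the 38 rose and 2 fell, with a median of -0.19 that turns positive with scaling to totals (0.86). No gene differed between days 4 and 5 by limma (0, with 478 at an unadjusted p under 0.05).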

At day 5, extracellular matrix associated genes were enriched with a top enriched category of “extracellular matrix organization” (p = 2.11x10^-26^) (S2 Table). Nearly all of the strongly up-regulated genes were associated with extracellular matrix organization/deposition: numerous collagen chains (*Col1a1*, *Col1a2*, *Col12a1*, *etc*.), matrix metalloproteinases (MMPs), and other matrix remodeling genes (Fig 3D).

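Matrix genes rose widely at day 5. Of the 31 collagen genes tested, 22 rose (22 when adjusted over the list alone) and none fell, with a median log2 fold change of 1.60 (camera's adjusted p = 2.94e-13, and adjusted p = 0.15 with an estimated correlation). Genes for assembling and crosslinking fibrillar collagen rose in 16 of 24 (16 over the list alone), with a median of 1.35 (camera's adjusted p = 8.74e-10, and adjusted p = 0.188 with an estimated correlation), and metalloproteinases and their inhibitors in 9 of 13 (9 over the list alone), with a median of 1.55 (camera's adjusted p = 3.63e-06, and adjusted p = 0.13 with an estimated correlation). Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042 of GRCm38) had a normalized expression of 341 ± 66 (SD, n = 3) at day 0 and 3346 ± 1150 (SD, n = 3) at day 5, a log2 fold change of 3.25 (standard error 0.33, limma's adjusted p = 3.93e-06). Col12a1 had one of 2.43 (standard error 0.38, limma's adjusted p = 0.000125). Lrrc15, a membrane protein of activated fibroblasts, rose by 5.04 on the same scale. Of the 10 genes with the largest rise at day 5 whose 3 libraries all lay above day 0, predicted genes left out, 3 encode matrix proteins or an inhibitor of their proteases (Tnc, Tnn and Timp1), and the others were Lrrc15, Btg3, Ms4a1, Saa3, Msln, Slfn4 and S100a9. Ms4a1, the gene of the B cell protein CD20, was listed at 0 at day 0 and reached 24 ± 13 (SD, n = 3) at day 5. Btg3, with a log2 fold change of 5.12, and Ms4a1 were also up-regulated in the saline glands. The saline call of Ms4a1 was lost with no filter on low values (limma's adjusted p = 0.0627). The 5 B cell markers tested all rose (5 over the list alone), with a median of 3.52 (camera's adjusted p = 0.000288, and adjusted p = 0.13 with an estimated correlation). By mass cytometry the paper reports fewer B cells at day 1 and a slow recovery, and marker RNA of whole glands is not a cell count. From the enriched categories of days 1, 2, 4 and 5, the paper concludes that inflammation is followed by a phase of repair.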

**Fig 3:**
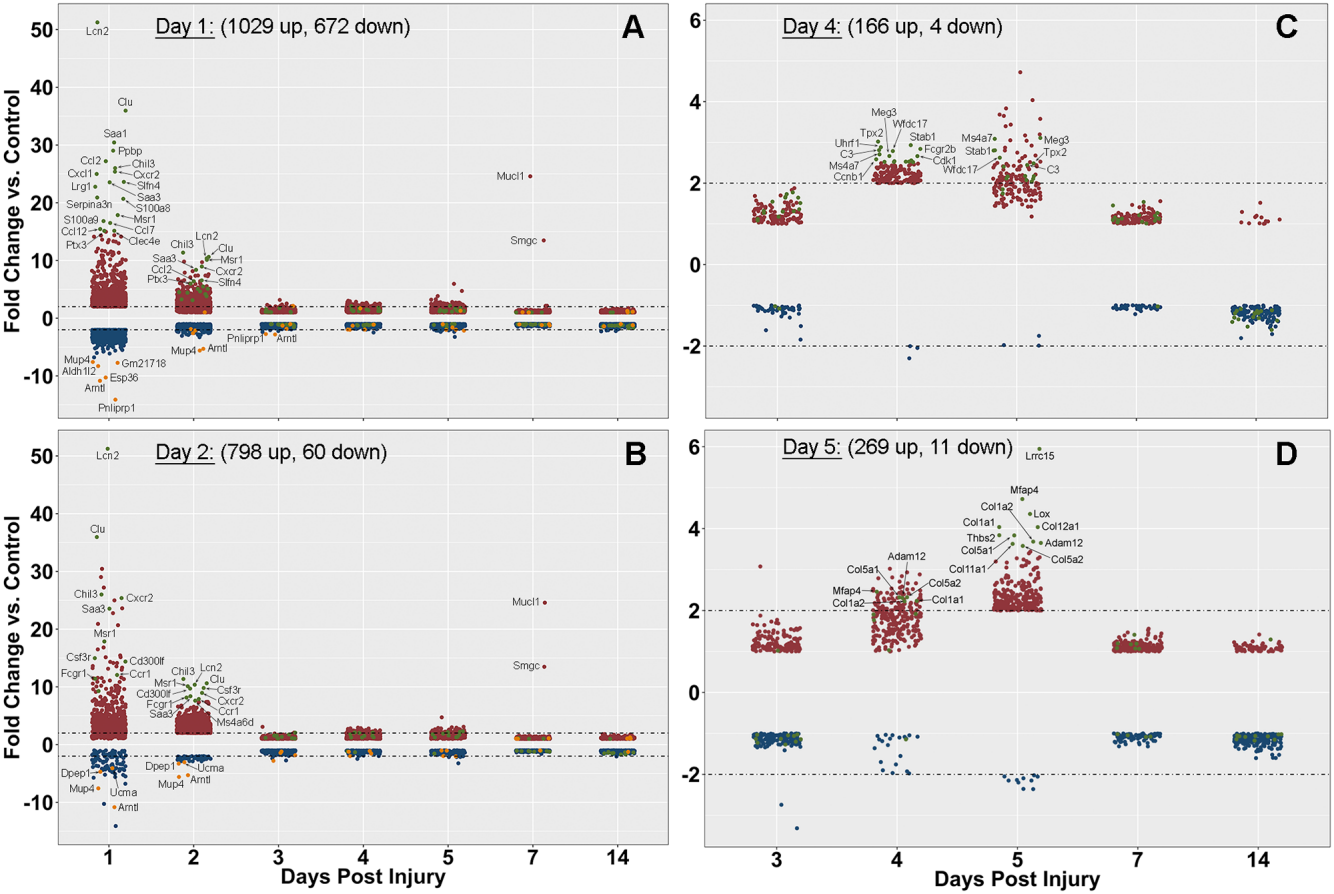
Expression pattern of significantly differentially expressed genes by day. The significantly differentially expressed genes at days 1, 2, 4, and 5 were plotted to visualize the global expression of these genes across all time points (days 3, 7, 14 and 14S data not plotted based on the small number of genes). Day 4 and 5 significantly differentially expressed genes exclude day 1 and 2 expression for visualization purposes (very few genes up/down-regulated). Data points colored based on regulation at the day of interest; green = strongly up-regulated, red, up-regulated, orange = strongly down-regulated, blue = down-regulated.

In this experimental model day 3 is thought to be the critical time point during which there is a switch between inflammatory and regenerative processes; there were, however, only a small number of DEGs at this time point. Of the 31 genes that were up-regulated at day 3 one third of them had no known function. 

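Sqle, which encodes squalene epoxidase of cholesterol synthesis (ENSMUSG00000022351.10, chromosome 15, 59315077 to 59331192 of GRCm38), had a normalized expression of 36.1 ± 14.2 (SD, n = 3) at day 0 and 119.7 ± 27.1 (SD, n = 3) at day 3, a log2 fold change of 1.76 (standard error 0.25, limma's adjusted p = 0.000194). Scd2, a fatty acid desaturase gene (ENSMUSG00000025203.5, chromosome 19, 44293674 to 44306864 of GRCm38), fell at day 1, with a log2 fold change of -1.48 (standard error 0.32, limma's adjusted p = 0.000905) that is -0.30 with scaling to totals, and rose at day 3, with one of 1.69 (standard error 0.32, limma's adjusted p = 0.00301). Other lipid genes moved at day 3 as well. Of 22 sterol synthesis genes fixed beforehand, 7 rose at day 3 (7 when adjusted over the list alone) and none fell, with a median of 0.61 (camera's adjusted p = 3.4e-10, and adjusted p = 0.0504 with an estimated correlation), and 4 of the 22 were higher at day 3 than at day 5 in a direct comparison. Idi1 rose by 1.42 and Insig1 by 1.36. Of 17 fatty acid synthesis genes 3 rose at day 3 (3 over the list alone), with a median of 0.25 (camera's adjusted p = 0.0313, and adjusted p = 0.554 with an estimated correlation), and Acacb, an acetyl-CoA carboxylase gene, and Srebf1, a regulator of lipid synthesis, were among them at 1.85 and 1.36.
At day 3 these genes moved together with a set of genes that sets the 3 mice of that day apart. Zhx2, a transcriptional repressor gene (ENSMUSG00000071757.6, chromosome 15, 57694665 to 57839832 of GRCm38), stood at 7.43 to 10 in the day 3 libraries and at 72.9 to 133 in the 23 others, a log2 fold change of -3.50 (standard error 0.16, limma's adjusted p = 1.81e-11). Mup10, of the major urinary protein family whose members share reads, was listed at 0 in the 3 day 3 libraries and stood at 7.68 to 160 in the others. Zfp973 had a log2 fold change of -5.15. In all, 13 genes lay more than 2-fold beyond every other library in each day 3 library.

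**Figure D3:**
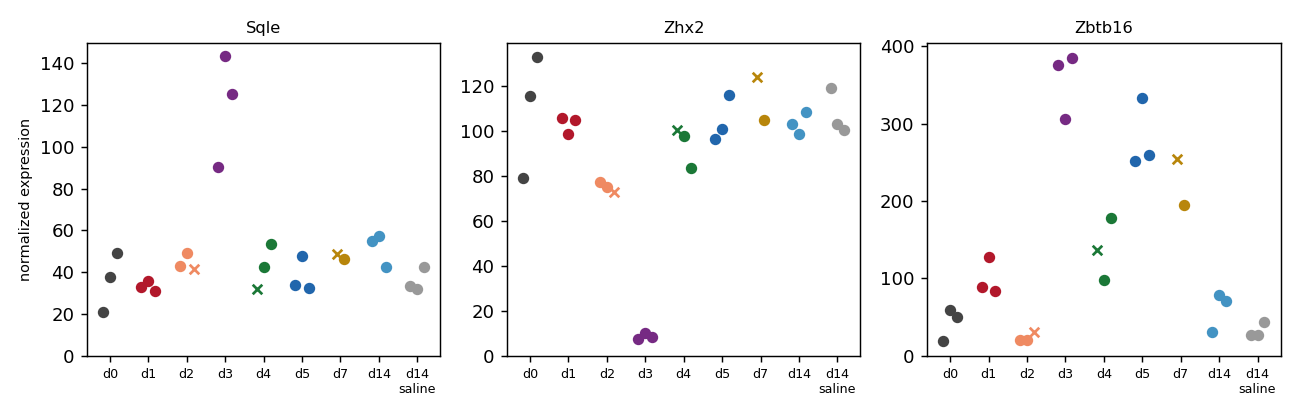
Normalized expression (vertical axes, linear) of Sqle, Zhx2 and Zbtb16 in each library by day (horizontal axis), with crosses for the 3 libraries excluded from the tests. Sqle is highest in the day 3 libraries and Zbtb16 is high at days 3 and 5, and in the day 3 libraries Zhx2 is at 7.43 to 10.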

The remaining genes did not have obvious function in tissue regeneration or resolution of inflammation with the exception of, *Scd2* and *Sqle*, which are associated with lipid metabolism and could be involved in the inflammatory process or its resolution. Expression of the *Sqle* gene was reported to be upregulated in monocytes stimulated with colony-stimulating factor-1 [20]. In addition, the gene *Zbtb16*, a transcription factor associated with progression of the cell cycle [21], was down-regulated by 3-fold at day 2 before being up-regulated by 3-fold at day 3 and 5. Similarly, of the 13 genes that are down-regulated none of them seem to be involved in tissue regeneration or resolution of inflammation.

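Zbtb16 (ENSMUSG00000066687.4, chromosome 9, 48654297 to 48836222 of GRCm38) had a normalized expression of 43.1 ± 21.1 (SD, n = 3) at day 0, 20.4 ± 0.482 (SD, n = 2) at day 2, 356 ± 43.4 (SD, n = 3) at day 3, 138 ± 56.5 (SD, n = 2) at day 4 and 282 ± 44.7 (SD, n = 3) at day 5. Its log2 fold change was 3.15 (standard error 0.35, limma's adjusted p = 1.6e-05) at day 3 and 2.81 (standard error 0.35, limma's adjusted p = 1.86e-05) at day 5. At day 2 it was -0.90 (standard error 0.39, limma's adjusted p = 0.0894), which did not pass the test.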

Venn diagram and fold change-fold change plots were used to identify genes commonly regulated at different time points (Fig 4 and S1 Fig). Fold change-fold change plots indicated gene expression changes at day 1 and 2 were strongly correlated (S1 Fig) with 565 and 52 commonly up-regulated and down-regulated genes, respectively. 

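Most genes that rose on day 1 also rose on day 2. The 2 days shared 1123 up-regulated genes, 72.3% of those of day 1, where independent lists would share 171.2, and 135 down-regulated genes, where independent lists would share 8. Across the 13762 genes the fold changes of the 2 days correlated with r = 0.80 (rho = 0.79), and genes are not independent replicates. Both days are compared with the same day 0 libraries, which alone give r = 0.44 and no shared call in 20 simulations of unchanged groups. The covariance of the fold changes was 0.733, against 0.061 from the shared controls alone. The 3 control libraries cannot be split, and part of the excess of shared genes may come from them. Saa1, of the acute phase, was among the shared up-regulated genes, listed at 0 at day 0 and reaching 104 ± 32 (SD, n = 3) at day 1 and 20.6 ± 9.05 (SD, n = 2) at day 2. Among the genes that fell on both days were Chac1, which degrades glutathione, with log2 fold changes of -3.12 and -2.84, and Arntl, a core gene of the circadian clock, with -3.94 and -2.95. Without day 2 replicate 1 the shared down-regulated genes were 76, and with the saline glands as the control 79.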

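Days 4 and 5 shared 847 up-regulated genes, 88.3% of those of day 4, where independent lists would share 93.9, and 29 down-regulated genes (0.3). Across the tested genes the fold changes of the 2 days correlated with r = 0.85 (rho = 0.84), and genes are not independent replicates. The shared day 0 controls alone gave r = 0.44 in simulated unchanged groups, and the covariance was 0.422 against 0.061, and part of the excess may come from those controls. The shared genes include the collagens Col3a1, with log2 fold changes of 2.43 at day 4 and 2.85 at day 5, and Col5a1, with 1.91 and 2.61, and the cell cycle kinase gene Cdk1, with 2.61 and 2.08. The fibronectin gene Fn1 rose by 1.77 and 1.79, and Cenpf, of the kinetochore, by 3.66 and 3.44. Without day 4 replicate 2, the days shared 340 up-regulated genes.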

Gene expression changes at day 4 and 5 showed a similar correlation pattern with 89 commonly up-regulated genes on these two days. Without strong correlation between day 1 or 2 and 4 and 5 we do see some overlap in gene expression with commonly up- and down-regulated genes between these time points (S1 Fig). 

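Immune and cell cycle genes stood out among the genes that days 1 or 2 share with the days of repair. Genes up-regulated at both day 1 and day 4 numbered 602, at day 1 and day 5 769, at day 2 and day 4 738 and at day 2 and day 5 932, where independent lists would share 108.3, 152.2, 105.6 and 148.5, and part of the excess may come from the shared day 0 controls. The interferon response list gave 15 of 26 (Fisher's exact test, adjusted p = 4.19e-13) to the overlap of days 1 and 4 and 20 of 26 (Fisher's exact test, adjusted p = 8.54e-19) to that of days 1 and 5. Monocyte and macrophage markers gave 14 of 16 (Fisher's exact test, adjusted p = 4.31e-15) to days 2 and 4 and 15 of 16 (Fisher's exact test, adjusted p = 1.43e-15) to days 2 and 5. Complement genes gave 9 of 16 (Fisher's exact test, adjusted p = 3.91e-07) to days 2 and 4. Cytokine and chemokine genes gave 19 of 24 (Fisher's exact test, adjusted p = 1.64e-15) to the overlap of days 1 and 2. Cell cycle genes gave 25 of 38 (Fisher's exact test, adjusted p = 7.12e-21) to days 2 and 4 and 25 of 38 (Fisher's exact test, adjusted p = 8.54e-19) to days 2 and 5, and 4 of 38 to days 1 and 4. These tests are two-sided, take genes as independent and are adjusted over 220 pairs of list and overlap. Ccr2, a receptor of monocytes, was up on each of these days, with log2 fold changes of 3.11, 3.66, 1.98 and 1.85 at days 1, 2, 4 and 5.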

Enrichment of the overlaps in the venn diagram and fold change-fold change plots indicated that the DEGs that were commonly up-regulated between days 1 and 2, 1 and 4, 1 and 5, 2 and 4, and 2 and 5 were primarily associated with immune system processes (S3 and S4 Tables). 

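The genes that fell at day 1 and rose at day 4 or 5 numbered 18. Adamts12, Aspn, Col14a1, Col6a5, Col6a6, Htra3, Mfap4, Mfap5, Pamr1, Pdgfrl, Pi16, Thbs2, Lrrc17, Epha3 and Itm2a were among them (with scaling to totals the change at day 1 turns positive for Col6a5, Lrrc17, Pi16 and Thbs2, at 0.10, 0.01, 0.16 and 0.11), and Ccnb1, Ccnb2 and Ckap2 are of the cell cycle. At day 5 there were 17 such genes and at day 4 13, fewer than the 68.7 and 48.8 that independent lists would share. The shared day 0 controls alone give r = 0.5 between days 1 and 5 and 0.44 between days 1 and 4. This may lower an overlap of opposite directions. The direct comparison called each of the 17 higher at day 5 than at day 1. The choice of these genes fixes that direction, so this is no separate evidence. Among the fixed lists, collagens gave 3 of 31 to the 18 (Fisher's exact test, two-sided, adjusted p = 0.000132) and cell cycle genes 2 of 38 (adjusted p = 0.0133, by the same test). Ccnb1, cyclin B1, had a log2 fold change of -1.72 (standard error 0.60, limma's adjusted p = 0.0261) at day 1 and 2.49 (standard error 0.60, limma's adjusted p = 0.00433) at day 5. Its fall at day 1 was not called without day 1 replicate 2 (limma's adjusted p = 0.202), without day 0 replicate 2 (0.0756) or without the filter on low values (0.0682), and that of Ccnb2 not without day 0 replicate 3 (0.0671), day 1 replicate 1 (0.0568) or day 1 replicate 3 (0.0518). The fall at day 1 was also lost without at least 1 of the 6 libraries for Adamts12, Aspn, Col6a5, Mfap5, Pi16, Thbs2, Lrrc17, Epha3 and Ckap2 (limma's adjusted p = 0.19 for Ckap2 without day 1 replicate 3), and the rise at day 5 for Col6a6, Htra3, Epha3 and Ckap2. Col14a1, a collagen gene, had log2 fold changes of -1.53 at day 1 and 1.37 at day 5.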

Finally, when comparing the DEGs that were down-regulated at day 1 and then up-regulated at days 4 or 5, we see enrichment in cell cycle related genes. This last finding is in agreement with our published work showing increased cell death (apoptosis and autophagy) 1 day after injury and increased cell proliferation (as evidenced by Ki67 staining) on days 4 and 5 [19].

**Fig 4:**
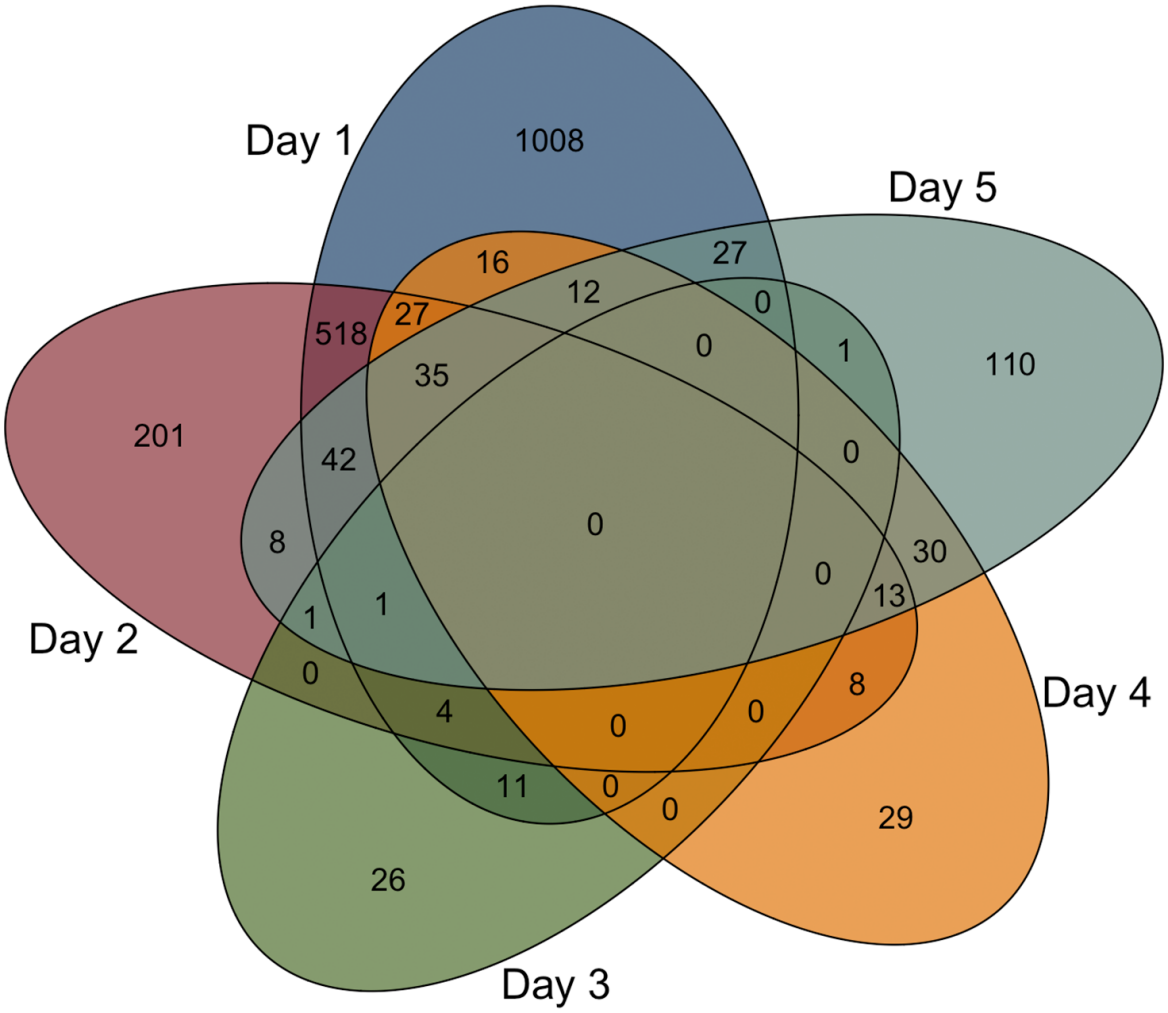
Venn diagram of overlap in significant gene regulation for each day. A Venn diagram of the differentially expressed genes at days 1, 2, 3, 4, and 5 was created to identify the overlap in gene expression.

The above analyses identified the 2 major processes of inflammation and repair that follow experimentally induced injury. Inflammatory processes are focused around days 1 and 2, with some processes continuing during the reparative phase, days 3–5. Taken together these data indicated that there were several specific patterns of gene expression associated with lacrimal gland inflammation and repair following injury.

### Epithelial mesenchymal transition in lacrimal gland regeneration

We previously reported that activation of EMT occurs during lacrimal gland repair and regeneration [6]. Thus, we investigated the expression of major EMT regulators such as transcription factors and chromatin remodelers. 

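Snai1, a repressor gene of epithelial fate (ENSMUSG00000042821.7, chromosome 2, 167538195 to 167542814 of GRCm38), had a normalized expression of 2.37 ± 1.11 (SD, n = 3) at day 0 and 9.43 ± 3.25 (SD, n = 3) at day 1, a log2 fold change of 1.63 (standard error 0.51, limma's adjusted p = 0.0131). This call was lost without day 0 replicate 3 (limma's adjusted p = 0.0555), day 1 replicate 2 (0.0501) or day 1 replicate 3 (0.0563). Zeb2, another such repressor (ENSMUSG00000026872.12, chromosome 2, 44983632 to 45117395 of GRCm38), went from 61.7 ± 13.6 (SD, n = 3) to 182 ± 52.4 (SD, n = 2) at day 2, a log2 fold change of 1.54 (standard error 0.25, limma's adjusted p = 0.000104), and was already up at day 1, at 1.18. Of 19 regulators of EMT fixed beforehand, 8 rose at day 1, 7 at day 2, 1 at day 3, 7 at day 4 and 9 at day 5 (8, 8, 1, 8 and 10 when adjusted over the list alone), and none fell. Their median log2 fold change was 0.63 at day 1 (camera's adjusted p = 0.00847, and adjusted p = 0.218 with an estimated correlation) and 1.06 at day 5 (camera's adjusted p = 1.3e-06, and adjusted p = 0.0827 with an estimated correlation). Monocyte and macrophage markers rose on the same days, with medians of 1.85, 2.24, 0.86, 1.58 and 1.29 at days 1 to 5 against 0.63, 0.78, 0.23, 0.84 and 1.06 for the regulators, and in whole glands the cells that express the regulators are not known. S100a4, a calcium-binding protein of fibroblasts and macrophages, rose by 3.38 at day 1 and 1.50 at day 5.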

*Snai1* expression was up-regulated 1.84 fold 1 day post-injury, and *Zeb2* was up-regulated 2.40 fold 2 days post-injury. 

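Zeb2os (ENSMUSG00000052248.11, chromosome 2, 45110707 to 45114087 of GRCm38) lies within the Zeb2 gene on the other strand. Its normalized expression was 2.29 ± 0.531 (SD, n = 3) at day 0, 15.3 ± 3.07 (SD, n = 3) at day 1 and 15 ± 4.79 (SD, n = 2) at day 2. The log2 fold change was 2.31 (standard error 0.51, limma's adjusted p = 0.000922) at day 1 and 2.27 (standard error 0.57, limma's adjusted p = 0.00451) at day 2. The call at day 2 was lost without day 2 replicate 1 (limma's adjusted p = 0.0777).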

Expression of the natural antisense transcript of *Zeb2*, known as *Zeb2os*, was up-regulated 2.47 fold 1 day post-injury. 

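Vim, which encodes the intermediate filament of mesenchymal and immune cells (ENSMUSG00000026728.5, chromosome 2, 13573927 to 13582826 of GRCm38), had a normalized expression of 235 ± 26.2 (SD, n = 3) at day 0, 884 ± 143 (SD, n = 3) at day 1, 1096 ± 17.2 (SD, n = 2) at day 2 and 797 ± 191 (SD, n = 3) at day 5. Its log2 fold changes were 1.90 (standard error 0.22, limma's adjusted p = 6.89e-07) at day 1, 2.22 (standard error 0.25, limma's adjusted p = 1.52e-06) at day 2 and 1.74 (standard error 0.22, limma's adjusted p = 2.35e-05) at day 5. It was also up at day 4, at 1.53. At day 3 its value was 0.81, below the 2-fold threshold.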

*Vimentin* expression was up-regulated 2.69, 3.07, and 2.31 fold 1, 2 and 5, days post injury; respectively. 

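Hmga1, an architectural chromatin protein gene (ENSMUSG00000046711.11, chromosome 17, 27556497 to 27563674 of GRCm38), had a normalized expression of 14.1 ± 7.67 (SD, n = 3) at day 0, 56.5 ± 19.5 (SD, n = 3) at day 1 and 42.1 ± 11.2 (SD, n = 2) at day 2. Its log2 fold changes were 2.01 (standard error 0.37, limma's adjusted p = 0.000144) and 1.63 (standard error 0.41, limma's adjusted p = 0.0046). The call at day 2 was lost without day 2 replicate 1 (limma's adjusted p = 0.0843). Hmga1 shares sequence with the near copy Hmga1b, so its counts are uncertain.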

Expression of the chromatin remodeler *Hmga1*, which has been associated with EMT, was up-regulated 2.62 and 1.86 fold 1 and 2 days post-injury, respectively. Another major regulator of EMT is TGF-β1 (*Tgfb1*) [22], whose expression was up-regulated 2.53 and 2.18 fold 1 and 2 days post-injury. 

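Tgfb1 (ENSMUSG00000002603.11, chromosome 7, 25687002 to 25705077 of GRCm38) had a normalized expression of 18.2 ± 4.13 (SD, n = 3) at day 0, 70.1 ± 16.2 (SD, n = 3) at day 1 and 94.6 ± 6.46 (SD, n = 2) at day 2. Its log2 fold changes were 1.89 (standard error 0.26, limma's adjusted p = 5.88e-06) at day 1 and 2.34 (standard error 0.29, limma's adjusted p = 5.39e-06) at day 2. At day 3 the value was 0.75 (limma's adjusted p = 0.0766), which did not pass the test.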

TGF-β1 induced EMT is reliant on the expression of *Has2*, an enzyme involved in hyaluronan synthesis [23]. *Has2* gene expression was up-regulated 2.18 fold 2 days post-injury. 

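Has2 (ENSMUSG00000022367.7, chromosome 15, 56665627 to 56694539 of GRCm38) had a normalized expression of 4.2 ± 0.952 (SD, n = 3) at day 0, 22.3 ± 4.25 (SD, n = 3) at day 1, 28.9 ± 13.7 (SD, n = 2) at day 2, 22 ± 1.16 (SD, n = 2) at day 4 and 29.1 ± 9.35 (SD, n = 3) at day 5. Its log2 fold change was 2.46 (standard error 0.39, limma's adjusted p = 6.91e-05) at day 2 and 2.51 (standard error 0.35, limma's adjusted p = 4.97e-05) at day 5, and it was up at days 1 and 4 too, by 2.16 and 2.16. From these regulators and mesenchymal genes the paper concludes that EMT is involved in the repair of the injured gland.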

*Has2* expression was also up-regulated 5 days post-injury.

These data confirmed the involvement of EMT in lacrimal gland repair following experimentally induced injury.

### Novel gene expression in the regenerating lacrimal gland

In order to identify potential genes involved in lacrimal gland regeneration, we investigated genes that were not expressed in the native lacrimal gland (day 0) and then had expression turned on after injury. 

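Among genes that passed the filter on low values, those silent in the uninjured gland and up after injury were mainly of the first 2 days. Of the genes listed at 0 in all 3 day 0 libraries, 64 passed the filter on low values, and 52 of these rose at 1 or more of days 1 to 14, 45 of them at day 1 or 2 and 7 only later. Chil3, a chitinase-like gene of macrophages and neutrophils, reached 114 ± 34.4 (SD, n = 3) at day 1, and Retnlg, a resistin-like gene of neutrophils, 60.1 ± 18.6 (SD, n = 3). Msln, which encodes mesothelin, appeared later, with 20.2 ± 19.7 (SD, n = 3) at day 3 and 50.1 ± 73.6 (SD, n = 3) at day 5. The number depends on the filter, since 24798 of the 43346 genes were at 0 in all day 0 libraries. A gene at 0 at day 0 passes the filter only through libraries of other groups where it is high, which favours genes that rise. With no filter 5628 of these were tested and 590 changed, 295 of them at day 1 or 2 and 295 only later, the 1 library of day 7 included. Without the filter the first 2 days therefore did not predominate. An absence of counts at about 11.0 M counts per library does not show that a gene is off.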

There were 63 significantly regulated genes identified (see methods), most of which (53) were up-regulated at days 1 and/or 2. Gene set enrichment identified immune related processes with “response to bacterium” (p = 1.44x10^-4^), “cell chemotaxis” (p = 2.48x10^-4^), and “cytokine secretion” (p = 4.64x10^-4^) as the top hits. The remaining genes were not up-regulated until at least day 2 but mostly at day 5, which may implicate them in lacrimal gland regeneration. This included 2 genes involved in re-innervation which were up-regulated 3.25 and 2.23 fold, respectively at day 5: *Tnn*, which is involved in neurite repulsion [24] and *Unc5c*, which is involved in axonal guidance [25, 26]. 

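Tnn, which encodes tenascin N (ENSMUSG00000026725.13, chromosome 1, 160085029 to 160153580 of GRCm38), was listed at 0 in the 3 day 0 libraries and had a normalized expression of 17 ± 9.71 (SD, n = 3) at day 5 (limma's adjusted p = 0.000887). Unc5c, a netrin receptor gene, was too low for the filter and was not tested. It was listed at 0 in the 3 day 0 libraries and had values of 9.64, 6.85 and 8.59 at day 5. Among 24 genes of axon guidance fixed beforehand, Tnn not included, 9 rose at day 5 (10 when adjusted over the list alone) and none fell, with a median log2 fold change of 0.86 (camera's adjusted p = 0.000384, and adjusted p = 0.19 with an estimated correlation). At day 1 6 of them rose and 1 fell. Of 9 Schwann cell and nerve markers, 1 rose at day 5 (1 over the list alone), with a median of 0.64 (camera's adjusted p = 0.0461, and adjusted p = 0.473 with an estimated correlation).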

There are also several genes associated with immune cells associated with B-cell development, plasmacytoid dendritic cell development, and macrophage inflammatory response [27–29]. One of these genes Cd5*l*, encodes a secreted regulator of lipid synthesis that is primarily secreted by macrophages in inflamed tissues and might be involved in resolution of inflammation [30].

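Cd5l (ENSMUSG00000015854.7, chromosome 3, 87357881 to 87371073 of GRCm38) was listed at 0 in the 3 day 0 libraries and had a normalized expression of 4.76 ± 2.31 (SD, n = 3) at day 1 and 24 ± 4.43 (SD, n = 2) at day 2, where it passed the test (limma's adjusted p = 0.00804 and 0.000157). Spib, a transcription factor gene of B cells and plasmacytoid dendritic cells, was listed at 0 at day 0 and had 7.62 ± 1.34 (SD, n = 2) at day 2 (limma's adjusted p = 0.000104) and 12.7 ± 4.81 (SD, n = 3) at day 5 (limma's adjusted p = 1.59e-05). Of 5 markers of plasmacytoid dendritic cells, 2 rose and 1 fell at day 1 and 2 rose at day 5 (2 and 1, and 2, when adjusted over the list alone), with a median log2 fold change of 0.96 at day 5 (camera's adjusted p = 0.0293, and adjusted p = 0.266 with an estimated correlation). Irf4, which fell and which plasma cells also use, had a log2 fold change of -1.62 at day 1.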

Taken together these data identified the expression of novel genes that might be involved in resolution of inflammation and regeneration of the lacrimal gland after experimentally induced injury.

### Identification of molecular signatures

Clustering of all DEGs according to their expression at each time point was used to identify molecular signatures associated with lacrimal gland inflammatory and repair processes (S2 Fig). Among the resulting 50 clusters, 13 main patterns of expression were identified and defined distinct molecular signatures; this included 8 larger representative clusters (type I-VIII) (displayed in Fig 5) and 5 smaller clusters with unique molecular signatures (type IX-XIII) (S2 Fig). Each of the unique molecular signatures contained 17 or less DEGs while the larger representative clusters contained 65 or more DEGs, with the largest cluster containing 719 DEGs (Table 2, see S5 Table for full cluster expression data). Each of these clusters was further investigated by enrichment of the associated DEGs.

**Fig 5:**
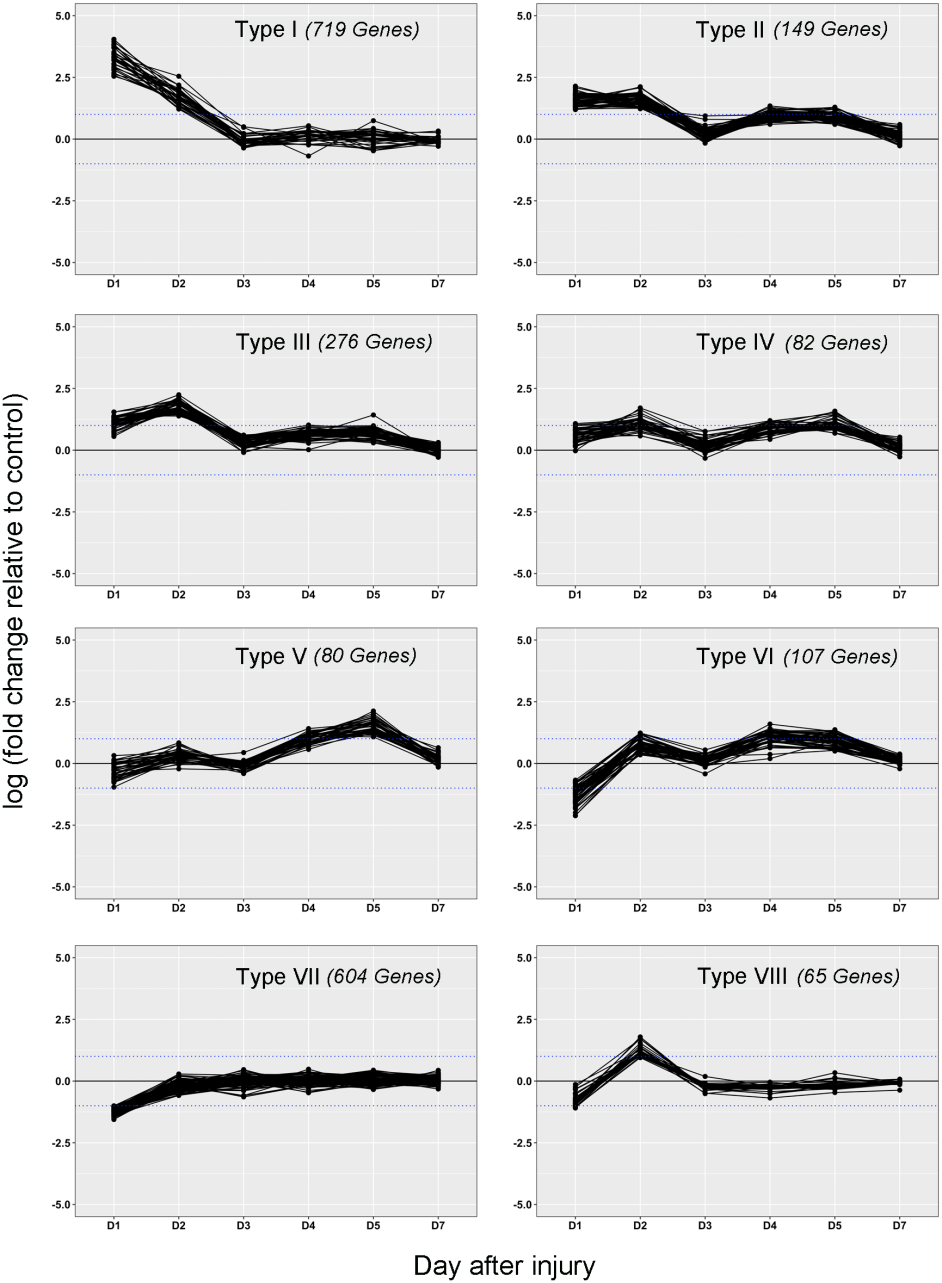
Representative molecular signatures of lacrimal gland inflammation and repair. Expression (log2[fold change]) pattern of clusters representative of the 8 consolidated clusters were plotted for days 1, 2, 3, 4, 5, and 7. Threshold for significant up/down-regulation (+/- 1 = log2[+/-2]) is indicated by dotted blue line.

**Table 2:** Summary of identified molecular signatures.

	# of Clusters	# of Genes	Top Hit (BP: GO Term)	p-value
**Type I**	14	719	Immune System Process	1.27E-52
**Type II**	3	149	Immune Response	2.76E-54
**Type III**	6	276	Immune System Process	7.48E-12
**Type IV**	3	82	Cell Cycle	2.93E-05
**Type V**	2	80	Skeletal System Development	2.42E-10
**Type VI**	3	107	Mitotic Cell Cycle Process	5.23E-23
**Type VII**	12	604	Cellular Amino Acid Metabolic Process	7.22E-13
**Type VIII**	2	65	Skeletal Muscle Tissue Development	3.78E-05
**Type IX**	1	11		
**Type X**	1	2		
**Type XI**	1	6		
**Type XII**	1	17		
**Type XIII**	1	13	Complement Activation, Classical Pathway	9.76E-04

DEGs included in clusters I to III were characterized by their up-regulation at early time points following injury (Fig 5). Cluster I genes showed strong up-regulation at day 1 and 2 followed by return to basal gene expression levels at day 3 post injury. Genes from clusters II and III showed a weaker up-regulation at day 1 compared to genes in cluster I. These genes were also weakly upregulated during the reparative phase as well (days 3–5). 

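The genes of clusters I to III, as the sheets of the paper's S5 Table list them, were tested here day by day. The numbers of genes in cluster II (276) and cluster III (149) by these sheets stand the other way round in Table 2 of the paper, and the names of the sheets are used here. Of the cluster I genes 640 of 658 were up-regulated at day 1, 414 at day 2 and 52 at day 3, with median log2 fold changes of 1.92, 1.44 and 0.45. Of cluster II, 276 of 276 rose at day 1, 275 at day 2, 72 at day 3, 236 at day 4 and 248 at day 5, with medians of 2.69 at day 1 and 1.50 at day 5. Cluster III rose in 125 of 147 at day 1, 145 at day 2, 88 at day 4 and 95 at day 5, with medians of 1.55, 2.26, 1.23 and 1.20. The study chose these clusters on the same libraries, so the counts are no independent evidence of their direction. Adgre1, which encodes F4/80, had log2 fold changes of 1.97, 2.85, 1.46, 2.11 and 1.73 at days 1 to 5, and Cd68 had 2.99, 3.53, 1.50, 2.05 and 1.80. Cd14, a receptor of bacterial products, rose by 2.52 and 2.08 at days 1 and 2.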

Gene set enrichment analyses of these clusters indicated that they were associated with the immune response (S6 Table), with enriched categories such as cell chemotaxis, cytokine production, cell activation and regulation of the immune response. This analysis indicated the involvement of the immune response during the early phase post injury (days 1–2) but also during the reparative phase (days 3–5).

To further investigate immune subsets involved in the lacrimal gland response to acute injury we performed CyTOF immuno-phenotyping of lacrimal gland single cell suspensions at different time points following injury (for gating see S3 Fig). The absolute number of CD45^+^ hematopoietic cells increased in the lacrimal gland 1 day post-injury and returned to normal levels by day 4 post-injury (Fig 6A). Neutrophil and monocyte populations were the main infiltrating cell subsets at day 1 and 2 post-injury (Fig 6B). Neutrophil infiltration was confirmed by immunofluorescence staining of lacrimal gland sections with an anti-Ly-6G antibody, a marker of neutrophils (see insert Fig 6B for representative staining). The other major immune cell populations that were investigated all showed decreased cell numbers at day 1 after injury followed by slow recovery of cell numbers during the tissue repair period (Fig 6C). Natural killer cell numbers increased over the course of the injury and repair process and peaked between day 4 and 6. Taken together, these data showed that the major infiltrating cells are neutrophils and monocytes, in agreement with the DEGs identified in type I II, and III clusters (S6 Table).

**Fig 6:**
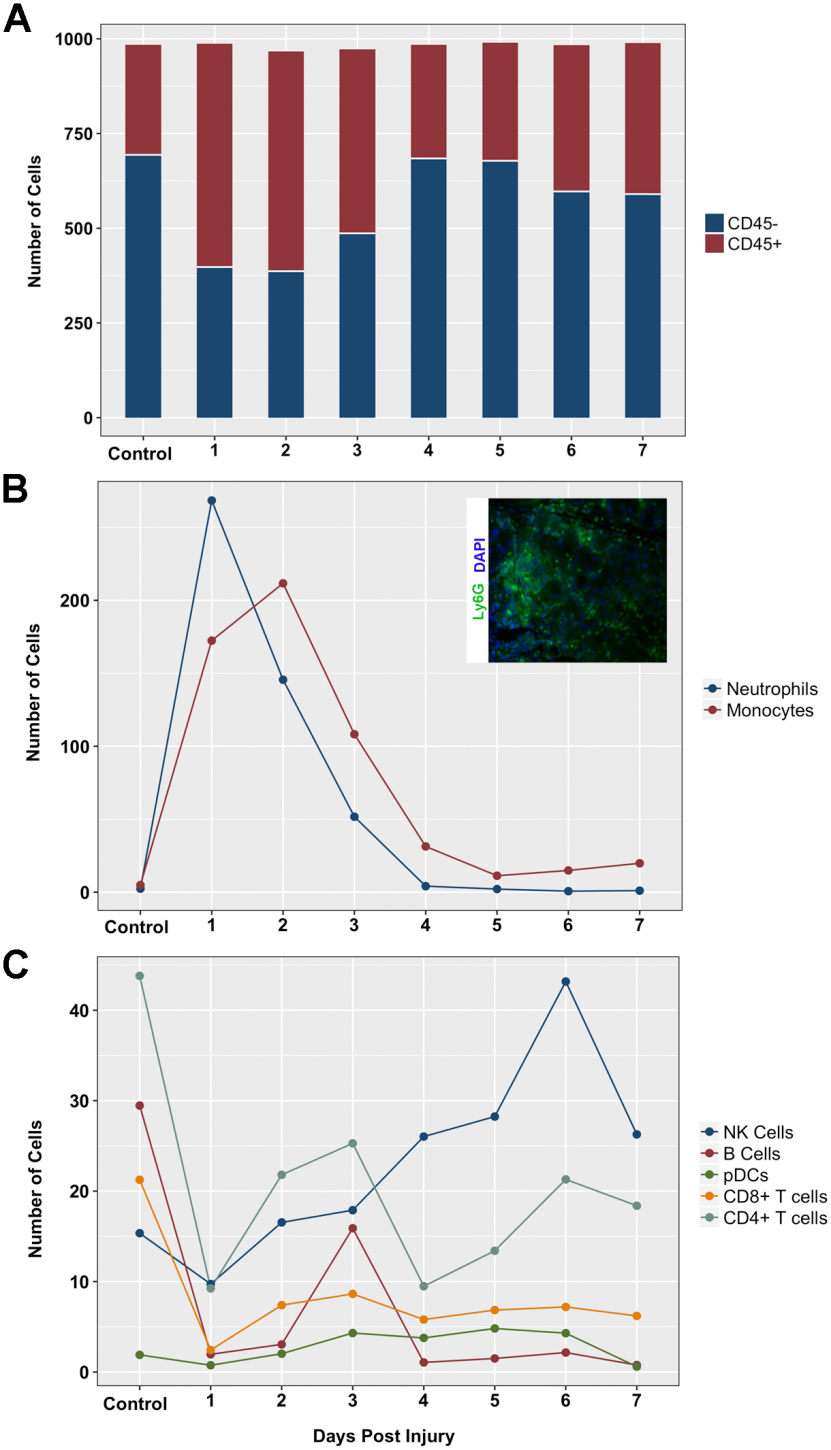
Quantification of immune cell populations. The number of cells per thousand of analyzed cells were plotted by day for (A) CD45+ (immune cells) CD45- (non-immune cells), (B) cells with large population change, monocytes and neutrophils, and (C) cells with small population change, natural killer (NK), B, plasmacytoid dendritic (pDC), CD4+ and CD8+ T cells. Insert shows representative immunofluorescence staining of Ly-6G (neutrophils) 1 day post IL-1α injection.

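Genes of clusters V and VI had their highest medians at day 5. In cluster IV the medians of days 2, 4 and 5 were close, at 1.44, 1.49 and 1.51, and day 2 was highest with all libraries (1.57, 1.27 and 1.51) and with scaling to totals (2.30, 2.19 and 2.25). Of cluster IV, 79 of 82 rose at day 4 and 76 at day 5, but 57 had already risen at day 2 and 31 at day 1. Of cluster V, 79 of 80 rose at day 5 (median 2.08) and 52 at day 4. Cluster VI had 20 of 105 genes lower at day 1, with a median of -0.66 that turns to 0.32 with scaling to totals, and 93 up at day 5, with a median of 2.09. At day 2 40 of its genes were up. The clusters were chosen on these same libraries and are no independent evidence of direction. The DNA replication genes Mcm5 and Mcm6 rose by 2.19 and 2.70 at day 4, Ncapg, of condensin, rose by 2.75 at day 5, and Sparc, a matrix protein gene, by 2.29.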

The DEGs associated with clusters IV, V, and VI were characterized by a selective up-regulation during the repair phase (after day 2) (Fig 4). Clusters IV and VI were both enriched in cell cycle-related genes having top category enrichments of “cell cycle” (p = 2.93x10^-5^) and “mitotic cell cycle process” (p = 5.23x10^−23^); respectively (S6 Table). Cluster V contained genes enriched for cellular growth and extracellular matrix organization with a top enriched category of “skeletal system development” (p = 2.4x10^-10^). Taken together we see that up-regulation of genes associated with lacrimal gland regeneration begins immediately following the initial inflammatory response 2 days post injury.

The inflammatory and regenerative processes are clearly major contributors to the DEGs observed in response to acute lacrimal gland injury. However, there are many DEGs that did not fall into either of these categories and were primarily found in the smaller clusters (IX-XIII) and cluster VII. The DEGs that fell into cluster type VII were down-regulated immediately after injury (day 1) and showed slow return to basal levels over the ensuing days (days 2–5) (Fig 5). This cluster contained a large number of DEGs (604, Table 2), which were enriched for processes associated with normal cellular function and response to cellular death; “cellular amino acid metabolic process” (p = 7.22x10^-13^), “endoplasmic reticulum unfolded protein response” (p = 1.28x10^-8^), and “transport” (p = 1.74x10^-4^) (S4 Table). 

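Many secretory and biosynthetic genes fell at day 1 relative to the median gene, while with scaling to totals the medians of their lists lay near 0 or turned positive. Of cluster VII, 512 of the 574 genes tested were down at day 1, 116 at day 2, 31 at day 3, 28 at day 4 and 38 at day 5, with medians of -1.41, -0.72, -0.22, -0.26 and -0.33. With scaling to totals the median at day 1 was -0.29, and those of days 2 to 5 turned positive, to 0.17, 0.45, 0.48 and 0.46. The study chose the cluster on these libraries, which makes this no independent evidence. Of 28 genes of amino acid metabolism and tRNA charging fixed beforehand, 17 fell and 1 rose at day 1 (17 and 1 when adjusted over the list alone), with a median of -1.26 that is -0.08 with scaling to totals (camera's adjusted p = 2.95e-15, and adjusted p = 0.0283 with an estimated correlation). Asns, asparagine synthetase (ENSMUSG00000029752.8, chromosome 6, 7675169 to 7693254 of GRCm38), went from 1689 ± 284 (SD, n = 3) to 499 ± 23.8 (SD, n = 3), a log2 fold change of -1.74 (standard error 0.14, limma's adjusted p = 3.11e-09). Pycr1, of proline synthesis, had one of -2.69, and Mthfd2, of mitochondrial folate metabolism, one of -2.23 (with scaling to totals -0.56 for Asns, -1.51 for Pycr1 and -1.05 for Mthfd2). Bcat1, an aminotransferase of branched-chain amino acids, was the member that rose, by 2.47, in a call lost with a pseudocount of 0.1 (limma's adjusted p = 0.0632).
Of 25 genes of the unfolded protein response 11 fell at day 1 and none rose (11 over the list alone), with a median of -0.96 that turns to 0.22 with scaling to totals (camera's adjusted p = 4.09e-09, and adjusted p = 0.165 with an estimated correlation). Hspa5, the main chaperone gene of the endoplasmic reticulum, had a log2 fold change of -1.27 (-0.08 with scaling to totals), Derl3 one of -2.44 (-1.26 with scaling to totals) and Sdf2l1 one of -1.51 (-0.33 with scaling to totals). Of 13 acinar and secretory genes 6 fell (6 over the list alone), with a median of -0.75 that also turns, to 0.43 (camera's adjusted p = 1.28e-05, and adjusted p = 0.0868 with an estimated correlation). Bhlha15, a transcription factor gene of secretory cells, had a log2 fold change of -1.65 (-0.47 with scaling to totals), and Lpo, lactoperoxidase, one of -1.30 (-0.12 with scaling to totals).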

Of the remaining small clusters only one was enriched for any processes, cluster type XIII, which was enriched for “complement activation, classical pathway” (p = 9.76x10^-4^) (S6 Table). This cluster was composed of DEGs that were up-regulated throughout the whole process of inflammation and regeneration (days 1–5; Fig 5). The DEGs in the other clusters (type IX-XII) were predicted genes that contained no functional annotations or were pheromone related genes with no cellular function.

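Cluster IX, with 11 genes, fell first and rose at day 3. At day 1 7 of them were down (median -1.71) and at day 3 6 were up (median 1.48), on a cluster chosen from these libraries. Cluster X holds Smgc and Mucl1, both called at day 7 and at day 14. Smgc, a mucin-like gene of salivary glands (ENSMUSG00000047295.12, chromosome 15, 91838265 to 91861438 of GRCm38), was listed at 0 at day 0 and had a value of 825 in day 7 replicate 3, and Mucl1 was listed at 0 and had 1197. In the 3 day 14 libraries Mucl1 had values of 48.2, 25.59 and 13.71 (limma's adjusted p = 0.000517) and Smgc of 32.13, 13.41 and 1.246 (limma's adjusted p = 0.018), a call lost without day 0 replicate 1 (0.0507) and without day 14 replicate 1 (0.0962) or 2 (0.0683). Scgb2b26, a secretoglobin gene, stood at 8973 in that library. Of 11 salivary gland genes fixed beforehand 3 rose at day 7 (4 when adjusted over the list alone), Smgc, Mucl1 and Muc19, whose locus overlaps that of Smgc, with a median log2 fold change of 4.74 (camera's adjusted p = 4.46e-09, and adjusted p = 0.144 with an estimated correlation).
Pheromone genes were measured beyond this cluster. Of 13 Esp genes, which encode exocrine gland-secreted peptides, 11 fell at day 1 and 7 at day 5 (11 and 8 over the list alone), with medians of -1.59 and -1.44 (camera's adjusted p = 1.3e-07, and adjusted p = 0.148 with an estimated correlation at day 1). Of 19 secretoglobin genes 10 fell at day 1 (11 over the list alone), with a median of -2.44 (camera's adjusted p = 0.000561, and adjusted p = 0.266 with an estimated correlation). Of 7 Mup genes 4 fell and 1 rose at day 3 (4 and 1 over the list alone), with a median of -1.94 (camera's adjusted p = 0.000387, and adjusted p = 0.0622 with an estimated correlation), and Mup10, one of the 4, is also among the 13 genes that set the day 3 libraries apart. Mup5, which rose, had a log2 fold change of 3.97, and reads of this family are shared between near-identical copies.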

Of the 8 major molecular signatures identified using clustering 6 were clearly attributed to the major processes of inflammation (I-III) and tissue repair (IV-VI). CyTOF immuno-phenotyping was used to identify neutrophils, monocytes, and natural killer cells as major players in response to experimentally induced lacrimal gland injury. To identify the major genes involved in lacrimal gland repair more in depth analysis was required (see below).

### Role of extracellular matrix remodeling in lacrimal gland repair

Re-organization of the extracellular matrix is a major part of the healing and regeneration processes. We therefore examined the expression of specific extracellular matrix associated factors. We investigated the expression of collagen chains (Table 3), matrix modifying enzymes, such as matrix metalloproteinases (MMPs) (Table 4), and other factors associated with the extracellular matrix and its maintenance (Table 5). 

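All 22 genes of Table 3 were tested. At day 5 22 of them were up-regulated, at day 4 19, at day 2 7 and at day 3 none by limma, with medians of 1.89, 1.39, 0.83 and 0.28. At day 1 3 of them rose and 3 fell. The table was chosen on these libraries and is no independent evidence of direction. Over all 31 collagen genes, 16 rose at day 4 (17 when adjusted over the list alone), with a median of 1.21 (camera's adjusted p = 9.4e-10, and adjusted p = 0.211 with an estimated correlation). At day 1 2 of the 31 rose and 5 fell (2 and 2 over the list alone), with a median of -0.21 that turns to 0.98 with scaling to totals. Col1a2 (ENSMUSG00000029661.12, chromosome 6, 4504814 to 4541544 of GRCm38) had a normalized expression of 693 ± 91.9 (SD, n = 3) at day 0, 2904 ± 487 (SD, n = 2) at day 4 and 4803 ± 1100 (SD, n = 3) at day 5, with log2 fold changes of 2.06 (standard error 0.33, limma's adjusted p = 0.000318) and 2.77 (standard error 0.29, limma's adjusted p = 4.45e-06). Col5a2 rose by 1.89 and 2.47 at days 4 and 5. Col6a6 fell at day 1, with a log2 fold change of -1.26 (standard error 0.27, limma's adjusted p = 0.000623), which was -0.10 with scaling to totals.
Among enzymes that finish collagen, Loxl2, a lysyl oxidase, rose at day 2 (1.39) as well as at days 4 (1.69) and 5 (1.93), and Sulf2, a sulfatase of heparan sulfate, at day 2 (1.57) and day 5 (1.60). Lox, Loxl3 and Sulf1 rose at day 5, by 3.48, 1.58 and 1.85. Of 20 basement membrane genes, 2 rose and 4 fell at day 1 and 10 rose at day 5 (10 over the list alone), with a median of 0.99 at day 5 (camera's adjusted p = 1.4e-06, and adjusted p = 0.218 with an estimated correlation).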

The up-regulation of collagen chains and enzymes involved in collagen synthesis encoded by *Loxl* and *Sulf* genes occurred almost exclusively at days 4 and 5 with some genes also being down regulated at day 1 (Table 3). 

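Metalloproteinase genes rose at days 1 and 2 and at days 4 and 5, some of them at both times. Mmp8 (ENSMUSG00000005800.2, chromosome 9, 7558456 to 7568485 of GRCm38) was listed at 0 at day 0 and had a normalized expression of 43 ± 14.1 (SD, n = 3) at day 1 and 9.11 ± 2.26 (SD, n = 2) at day 2. Mmp9 rose by 3.12 and 2.74 on the log2 scale on these days. Mmp3 (ENSMUSG00000043613.7, chromosome 9, 7445822 to 7455975 of GRCm38) had a normalized expression of 116 ± 29.6 (SD, n = 3) at day 0 and 418 ± 92.5 (SD, n = 3) at day 1, a log2 fold change of 1.85 (standard error 0.25, limma's adjusted p = 4.24e-06), and rose at day 5 too, by 1.21. Mmp2 (ENSMUSG00000031740.7, chromosome 8, 92827291 to 92853420 of GRCm38) had a log2 fold change of 1.22 (standard error 0.23, limma's adjusted p = 0.00136) at day 4 and 1.55 (standard error 0.21, limma's adjusted p = 3.66e-05) at day 5, Mmp14 of 1.45 and 1.96. Timp1, an inhibitor of these enzymes, was up at day 1 (5.60), day 2 (5.46) and day 5 (4.10). Over all 13 Mmp and Timp genes tested, 5 rose at day 1, 5 at day 2, 7 at day 4 and 9 at day 5 (5, 5, 8 and 9 when adjusted over the list alone), and none fell. Of the 21 genes of Table 4 tested, 16 rose at day 5, on a list the study chose from these libraries.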

Molecules involved in modifying the extracellular matrix showed different patterns of expression with some being up-regulated at days 1 and 2 such as MMP8 (a neutrophil collagenase), MMP9 (another collagenase secreted by immune as well as epithelial cells), MMP3 (stromelysin which besides collagens also degrades fibronectin and laminin), while others were up-regulated at days 4 and 5, the repair phase, such as MMP2, a collagenase; MMP14, a membrane-bound MMP which activates MMP2; and MMP19 which is involved in angiogenesis and lymphocyte extravasation (Table 4). The expression of a number of ADAMs (a disintegrin and metalloproteinase) and ADAMTS (a disintegrin and metalloproteinase with a thrombospondin type 1 motif) was also down-regulated during the acute injury phase (day 1) and up-regulated during the repair phase (days 4 and 5) (Table 4). 

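Of the Adam and Adamts genes some rose at day 1 and few fell. Among 13 Adam genes 3 rose and 2 fell at day 1, and 3 rose at day 5 (3 and 2, and 3, when adjusted over the list alone). Among 15 Adamts and Adamtsl genes 5 rose and 1 fell at day 1, 7 rose at day 4 and 9 at day 5 (5 and 1, 9 and 9 over the list alone), with a median of 1.35 at day 5 (camera's adjusted p = 5.46e-06, and adjusted p = 0.152 with an estimated correlation). Adam8, a protease of leukocytes (ENSMUSG00000025473.12, chromosome 7, 139978932 to 139992562 of GRCm38), rose at day 1, with a log2 fold change of 4.10 (standard error 0.43, limma's adjusted p = 1.89e-07). Adamts1 and Adamts4, which cleave proteoglycans, rose at day 1 by 2.24 and 3.56 and at day 5 by 1.66 and 3.48. Adam12 rose at day 5, by 2.77, and Adam19 at days 4 and 5, by 1.81 and 2.05. Adamts12 fell at day 1 (-1.12), -0.01 with scaling to totals, a call lost without day 1 replicate 1 (the change was then -0.89, limma's adjusted p = 0.00763), and rose at days 4 and 5 (1.53 and 1.76).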

Of interest, the expression of genes encoding a number of extracellular glycoproteins necessary for ECM remodeling was selectively up-regulated at days 4 and 5 (Table 5). 

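All 27 genes of Table 5 were tested, and 25 of them rose at day 5, 17 at day 4, 1 at day 3 and 7 at day 2. At day 1 8 rose and 5 fell. Their median log2 fold change was 1.79 at day 5 (camera's adjusted p = 6.32e-18, and adjusted p = 0.108 with an estimated correlation) and -0.16 at day 1, which turns to 0.97 with scaling to totals. The study chose the list on these libraries, and it is no independent evidence of direction. Fn1 (ENSMUSG00000026193.11, chromosome 1, 71585520 to 71653200 of GRCm38), fibronectin, had a normalized expression of 383 ± 53.3 (SD, n = 3) at day 0, 1325 ± 364 (SD, n = 2) at day 4 and 1348 ± 345 (SD, n = 3) at day 5. Eln, elastin, had a log2 fold change of 2.77 (standard error 0.45, limma's adjusted p = 0.000202) at day 5, and Postn, periostin, one of 1.77 (standard error 0.19, limma's adjusted p = 5.29e-06). Mfap4, a protein of elastic fibres, fell at day 1 (-1.63) and rose at days 4 (2.68) and 5 (3.63). Some members rose early. Thbs1, thrombospondin 1, rose by 2.83 at day 1 and 3.00 at day 2, and Fscn1, which bundles actin, by 2.50 and 2.24.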

Tenascins, (TN) are a family of ECM glycoproteins which includes five known members TN-C, TN-R, TN-X, TN-Y and TN-W [31, 32]. In contrast to other ECM components, such as fibronectin, TN proteins have anti-adhesive effects [31, 32]. TN-C has been implicated in guidance of migrating neurons and axons, synaptic plasticity and neuronal regeneration; TN-X has been implicated in matrix maturation during wound healing; and TN-N has been shown to mediate neurite repulsion [24, 32]. 

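The 3 tenascin genes tested all rose at day 5, as they did when adjusted over the list alone (camera's adjusted p = 0.00283, and adjusted p = 0.165 with an estimated correlation). Tnc (ENSMUSG00000028364.11, chromosome 4, 63959785 to 64047015 of GRCm38) had a normalized expression of 6.29 ± 7.3 (SD, n = 3) at day 0, 119.8 ± 38.5 (SD, n = 2) at day 2 and 253 ± 199 (SD, n = 3) at day 5. Its log2 fold change was 5.57 (standard error 0.88, limma's adjusted p = 0.000153) at day 5 and 4.74 at day 2. At day 1 it was 3.20, a call lost without day 0 replicate 1 (limma's adjusted p = 0.0524). Tnxb (ENSMUSG00000033327.12, chromosome 17, 34670535 to 34719815 of GRCm38) rose by 1.62 (standard error 0.30, limma's adjusted p = 0.00104) at day 4 and 1.48 (standard error 0.27, limma's adjusted p = 0.000459) at day 5. Tnn was called at day 5, from 0 in every day 0 library. From the rise of these genes the paper proposes that tenascins take part in re-innervation of new acini.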

Our data showed the selective upregulation of TN-C and TN-N at day 5, and TN-X at days 4 and 5-post injury suggesting the involvement of these glycoproteins in re-innervation of the newly formed acinar cells. Indeed, the lacrimal gland is heavily innervated by parasympathetic nerves as well as sympathetic and sensory ones (albeit less compared to the parasympathetic innervation) [3]. These nerves play important roles in tissue development but also in controlling lacrimal gland secretion [3, 4].

**Table 3:** Differential expression of collagen chains by day.

	Time Post Injury (days)							
Gene Name	1	2	3	4	5	7	14	14S
*Col1a1*	-1.7	1.2	-1.1	**2.2**	**4.0**	1.1	-1.0	-1.2
*Col1a2*	-1.6	1.2	-1.1	**2.2**	**3.7**	1.2	-1.1	-1.2
*Col3a1*	-1.3	1.3	-1.1	**2.4**	**3.4**	1.2	-1.1	-1.2
*Col5a1*	-1.7	1.1	-1.0	**2.3**	**3.8**	1.2	-1.1	-1.3
*Col5a2*	-1.6	1.3	-1.1	**2.3**	**3.6**	1.2	-1.1	-1.2
*Col5a3*	-1.6	1.0	-1.3	1.9	**2.1**	1.1	1.1	-1.1
*Col6a1*	-1.7	-1.1	-1.1	1.9	**2.4**	1.1	-1.0	-1.2
*Col6a2*	-1.6	-1.0	1.0	1.8	**2.3**	1.0	-1.1	-1.1
*Col6a3*	-1.3	1.2	-1.1	1.8	**2.3**	1.0	-1.0	-1.1
*Col6a5*	**-2.8**	1.0	1.2	**2.0**	**2.7**	1.1	-1.1	-1.2
*Col6a6*	**-2.5**	1.0	-1.0	1.9	1.8	1.0	-1.0	-1.0
*Col8a1*	1.2	1.5	-1.2	-1.1	**2.4**	1.0	1.0	-1.1
*Col11a1*	-2.0	-1.1	-1.1	-1.1	**3.6**	-1.0	-1.0	-1.1
*Col12a1*	-1.2	1.5	-1.2	1.0	**4.0**	-1.1	-1.2	-1.1
*Col14a1*	**-2.9**	-1.0	-1.1	1.9	**2.3**	1.1	-1.1	-1.0
*Col16a1*	-1.5	1.1	1.0	1.8	**2.4**	1.4	1.0	1.1
*Col17a1*	1.4	1.9	1.2	1.8	**2.0**	1.2	1.1	1.1
*Col18a1*	1.6	1.8	1.2	1.5	**2.4**	1.1	1.0	-1.2
*Loxl1*	1.2	1.5	-1.0	1.9	**2.1**	1.0	-1.1	-1.3
*Loxl2*	1.1	1.9	1.1	**2.3**	**2.8**	1.2	-1.1	-1.2
*Sulf1*	-1.0	1.4	-1.0	1.7	**2.6**	1.1	1.0	-1.4
*Sulf2*	1.5	**2.1**	1.1	1.6	**2.1**	1.2	1.0	1.2

Bold text indicates significant up-/down-regulation.

**Table 4:** Differential expression of matrix modifying enzymes by day.

	Time Post Injury (days)							
Gene Name	1	2	3	4	5	7	14	14S
*Mmp2*	-1.5	1.1	-1.1	1.9	**2.5**	1.2	1.0	-1.1
*Mmp3*	**3.0**	**2.1**	-1.7	1.4	1.9	1.0	-1.1	-1.0
*Mmp8*	**13.1**	**2.5**	-1.1	1.0	1.1	1.0	-1.1	-1.1
*Mmp9*	**5.9**	**4.1**	1.2	1.5	1.5	-1.1	-1.4	-1.3
*Mmp14*	1.1	1.5	-1.1	**2.1**	**3.0**	1.1	1.2	-1.1
*Mmp19*	**3.8**	**2.6**	-1.1	**2.2**	**2.4**	-1.0	-1.4	-1.4
*Mmp23*	**-2.4**	1.1	1.1	1.9	**2.2**	1.0	-1.1	-1.2
*Mmp25*	**2.1**	1.4	-1.2	-1.1	-1.0	1.1	1.0	-1.1
*Timp1*	**4.0**	**2.7**	-1.2	1.2	**2.3**	-1.0	-1.2	-1.2
*Adam8*	**8.7**	**3.7**	-1.1	2.0	1.8	-1.1	-1.3	-1.3
*Adam11*	**-2.7**	-1.2	-1.1	1.1	1.1	1.0	1.1	-1.1
*Adam12*	-1.2	1.2	-1.0	**2.3**	**3.7**	-1.1	-1.1	-1.2
*Adam15*	**2.0**	1.7	1.1	1.4	1.5	1.0	1.1	1.1
*Adam19*	1.1	1.5	1.0	1.9	**2.3**	1.0	1.1	-1.0
*Adam22*	**-2.1**	1.0	1.0	-1.1	1.2	1.0	-1.0	-1.1
*Adamts1*	**2.7**	2.0	1.0	1.5	1.8	1.1	-1.3	-1.1
*Adamts2*	-2.0	-1.1	-1.2	**2.0**	**2.7**	1.2	1.0	-1.1
*Adamts4*	**3.4**	1.6	-1.2	1.4	**2.7**	-1.1	-1.1	-1.2
*Adamts7*	1.3	1.9	-1.1	1.3	**2.2**	-1.2	-1.1	-1.1
*Adamts12*	**-2.7**	1.0	-1.2	**2.1**	**2.5**	1.3	-1.0	-1.0
*Adamts14*	-1.2	1.5	1.1	**2.2**	1.4	1.1	-1.2	-1.2
*Adamts16*	**-2.7**	-1.5	1.1	1.1	1.5	1.0	-1.0	1.0
*Adamts17*	**-2.6**	-1.1	-1.2	1.1	1.3	-1.0	1.1	1.1
*Adamtsl2*	**-2.8**	-1.2	1.1	1.5	1.3	-1.1	-1.0	-1.0

Bold text indicates significant up-/down-regulation.

**Table 5:** Differential expression of factors associated with the extracellular matrix and its maintenance by day.

	Time Post Injury (days)							
Gene Name	1	2	3	4	5	7	14	14S
*Fbln1*	-2.0	-1.0	-1.3	1.4	**2.2**	1.1	1.1	-1.0
*Fbln2*	-1.5	1.2	-1.0	1.8	**3.0**	1.0	1.0	1.0
*Fbln7*	**-3.6**	-1.5	1.0	1.2	1.6	1.1	1.3	1.2
*Thbs1*	**4.0**	**3.6**	-1.0	1.2	**2.1**	1.0	-1.2	-1.4
*Thbs2*	**-2.3**	-1.1	1.0	1.9	**3.8**	1.1	-1.1	-1.1
*Thbs3*	-1.2	-1.2	-1.2	**2.1**	**2.4**	1.1	-1.0	-1.3
*Lama1*	**-2.4**	-1.1	1.2	1.2	1.2	-1.0	-1.0	-1.1
*Lama2*	**-3.3**	-1.6	-1.2	1.2	1.2	-1.0	1.0	1.0
*Lama4*	1.2	1.5	1.1	2.0	**2.2**	-1.0	-1.0	-1.2
*Tnxb*	-1.6	-1.0	1.1	**2.2**	**2.1**	-1.1	-1.1	-1.1
*Tnn*	1.0	-1.2	1.0	-1.0	**3.2**	1.0	-1.0	1.0
*Tnc*	1.1	1.8	-1.2	1.0	**2.9**	-1.1	1.0	-1.2
*Mfap2*	-2.0	1.1	-1.2	1.6	**2.5**	1.1	-1.1	-1.2
*Mfap4*	**-5.2**	**-2.3**	-1.3	**2.5**	**4.7**	1.4	1.3	-1.2
*Mfap5*	**-2.2**	-1.3	-1.3	1.9	**2.3**	1.4	-1.3	-1.4
*Sdc3*	**4.4**	**4.4**	1.0	**2.2**	1.9	-1.0	-1.2	-1.2
*Tgfb1*	**2.5**	**3.2**	1.1	1.6	1.4	1.0	-1.1	-1.1
*Ltbp1*	-1.3	-1.0	-1.2	1.4	**2.0**	1.1	1.1	-1.0
*Ltbp2*	1.1	1.3	1.4	1.1	**2.5**	-1.2	-1.1	-1.1
*Postn*	-1.4	-1.0	-1.0	1.8	**3.0**	1.2	-1.0	-1.2
*Fscn1*	**2.6**	**2.1**	-1.2	1.4	**2.8**	1.0	1.1	-1.1
*Sh3pxd2b*	1.8	1.7	1.1	1.9	**2.2**	1.2	-1.0	-1.2
*Serpinh1*	1.7	1.5	1.0	2.0	**2.7**	1.1	-1.2	-1.4
*Bgn*	-1.2	1.4	1.0	2.0	**3.3**	1.0	1.1	-1.0
*Eln*	-1.9	-1.1	-1.2	1.6	**2.7**	1.1	1.1	-1.2
*Lum*	-1.7	1.1	-1.0	1.5	**2.0**	1.2	-1.1	-1.0
*Fn1*	1.3	1.3	-1.1	**2.2**	**2.4**	-1.1	-1.1	-1.3

Bold text indicates significant up-/down-regulation.

The embryonic lacrimal gland, similar to the salivary and mammary glands and lungs, develops through a process termed branching morphogenesis [33–35]. This process involves repetitive formation of epithelial clefts and buds that invade the surrounding ECM [35]. Most of the ECM components identified in our studies are crucial for branching morphogenesis providing not only structural stability (collagens, fibronectin, elastin, etc.) to guide unidirectional tissue expansion but also by triggering other processes such neovascularization or re-innervation (tenascins, etc.) which are important for proper lacrimal gland development [33, 35]. Lastly, the ECM serves as a reservoir for growth factors which can be proteolytically cleaved (by activated MMPs) and released locally to stimulate proliferation and branching morphogenesis [36–39].

### Identification of muscle-protein expressing cells

Cluster VIII contained 65 DEGs (Table 2) that were up-regulated at day 2 and showed normal expression immediately before (day 1) and immediately after (day 3; Fig 5). 

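Of the cluster VIII genes 58 of 63 were up-regulated at day 2, 7 at day 1, 3 at day 3, 14 at day 4 and 18 at day 5, with medians of 2.22 at day 2, 0.56 at day 1 and 0.25 at day 3. The study chose the cluster on these libraries, so this is no independent evidence. At day 2 the skeletal muscle genes of the cluster rose with other muscle genes. Of 27 mature skeletal muscle genes outside the paper's tables, fixed beforehand, 23 rose at day 2 (27 when adjusted over the list alone) and none fell, with a median of 4.38 (camera's adjusted p = 6.27e-07, and adjusted p = 0.442 with an estimated correlation), and Myh1, a fast myosin heavy chain gene, had a log2 fold change of 7.61 (standard error 1.78, limma's adjusted p = 0.00269). Of these 27 genes 2 were at 10 or more in all 3 day 0 libraries.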

Genes in Cluster VIII were associated with muscle related processes such as “skeletal muscle tissue development” (p = 3.78x10^-5^), “muscle system process” (p = 5.35x10^-4^) and “muscle structure development” (p = 8.9x10^-4^) (S6 Table). Among the 17 enriched genes that were associated with these processes, fold changes at day 2 ranged from 1.9 for *Kelch-like 41* to 3.5 for *Sarcalumenin* (Table 6). Of these 17 genes, 3 were myosin-related, *Mylk2*, *Myo18b*, and *Mybpc2*, and encoded proteins that are commonly found in muscle tissue where they facilitate muscle cell contraction. These 3 genes were up-regulated by 2.9, 2.3, and 2.2-fold 2 days post injury, respectively (Table 6). 

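Mylk2 (ENSMUSG00000027470.9, chromosome 2, 152911352 to 152923068 of GRCm38) had a normalized expression of 0.585 ± 1.01 (SD, n = 3) at day 0, 0.212 ± 0.367 (SD, n = 3) at day 1, 24.9 ± 6.01 (SD, n = 2) at day 2 and 0.62 ± 1.07 (SD, n = 3) at day 3, with a log2 fold change of 4.19 (standard error 0.96, limma's adjusted p = 0.00217) at day 2. Mybpc2 (ENSMUSG00000038670.9, chromosome 7, 44501699 to 44524656 of GRCm38) had a log2 fold change of 5.12 (standard error 1.30, limma's adjusted p = 0.00496) at day 2. Myo18b had one of 3.32 (standard error 0.95, limma's adjusted p = 0.0114), a call lost with a pseudocount of 0.1 (adjusted p = 0.131) and without day 2 replicate 1 (0.0884) or 2 (0.0662). Of the 17 genes of Table 6, a list the study chose on these libraries, 14 rose at day 2 (17 when adjusted over the list alone), with a median of 2.83 (camera's adjusted p = 3.13e-06, and adjusted p = 0.249 with an estimated correlation).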

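Des (ENSMUSG00000026208.9, chromosome 1, 75360329 to 75368579 of GRCm38), desmin, had a normalized expression of 8.7 ± 4.66 (SD, n = 3) at day 0 and 134 ± 0.519 (SD, n = 2) at day 2, a log2 fold change of 3.94 (standard error 0.69, limma's adjusted p = 2e-04). Srl (ENSMUSG00000022519.9, chromosome 16, 4480216 to 4541816 of GRCm38), a calcium-binding protein gene of the sarcoplasmic reticulum, had one of 4.12 (standard error 1.01, limma's adjusted p = 0.00385). Ryr1, the calcium release channel of skeletal muscle (ENSMUSG00000030592.12, chromosome 7, 29003344 to 29125179 of GRCm38), had one of 4.54 (standard error 1.21, limma's adjusted p = 0.00698), which was lost without day 2 replicate 1 (adjusted p = 0.0535). The abundant fibre gene Acta1, skeletal actin, rose too, by 6.37, in a call lost without day 2 replicate 1 (limma's adjusted p = 0.112), day 2 replicate 2 (0.109), day 0 replicate 2 (0.0557) or day 0 replicate 3 (0.1), with a pseudocount of 0.1 (0.079) and without the filter on low values (0.0723). The level of these genes differed between libraries of 1 day. The mean over the 27 other muscle genes was 168.4 and 193.7 in the 2 day 2 libraries kept, 546.9 in the excluded day 2 replicate 3, and 167.1, 10.12 and 163.3 in day 14 replicates 1, 2 and 3. From the enrichment of muscle genes at day 2 and its stainings, the paper proposes a population of cells that express them.

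**Figure D4:**
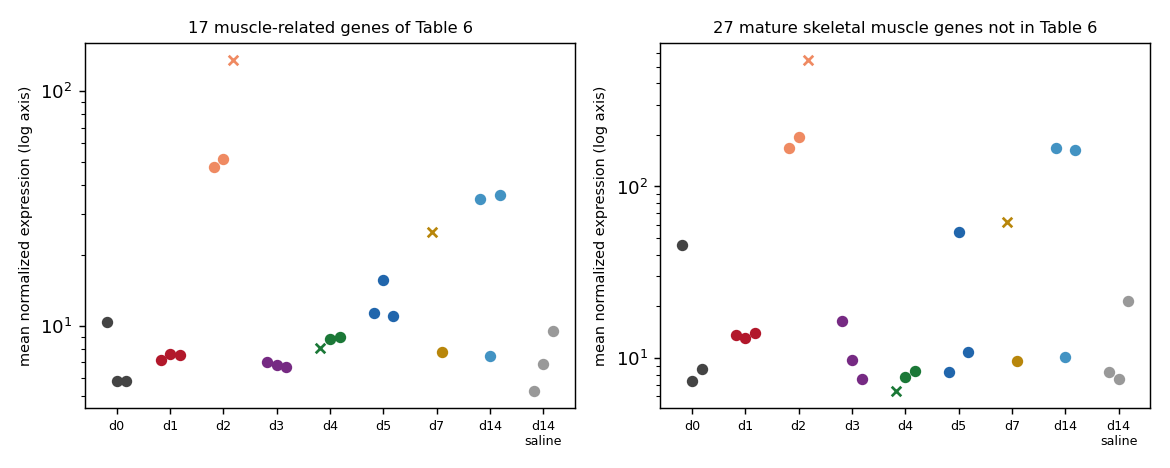
Mean normalized expression (vertical axes, log scale) in each library by day (horizontal axes), with crosses for the excluded libraries. The left panel shows the 17 genes of Table 6 and the right panel the 27 mature skeletal muscle genes outside it. In the right panel the day 2 libraries lie at 168.4 to 546.9, and day 14 replicates 1 and 3 at 167.1 and 163.3.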

There were also several other enriched genes that encoded proteins specific to muscle cells such as *des* (desmin), *Ryr1* (ryanodine receptor 1), and *Srl* (sarcalumenin) which were up-regulated 3.3, 2.7, and 3.5-fold 2 days post-injury, respectively (Table 6). The larger representative cluster (VIII) also included *Txlnb* which encodes β-taxilin, another muscle specific gene which was not picked up in the enrichment, and whose expression was up-regulated 3.3-fold 2 days post injury.

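Txlnb (ENSMUSG00000039891.6, chromosome 10, 17796226 to 17845665 of GRCm38) had a normalized expression of 2.14 ± 2.77 (SD, n = 3) at day 0 and 25.8 ± 1.21 (SD, n = 2) at day 2, with a log2 fold change of 3.50 (standard error 0.92, limma's adjusted p = 0.00658). This call was lost with a pseudocount of 0.1 (limma's adjusted p = 0.0603) and without day 2 replicate 1 (0.0544) or 2 (0.051).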

**Table 6:** Muscle-related genes from cluster type VIII.

Gene	Full Gene Name	Fold Change	p-value
*Srl*	Sarcalumenin	3.46	3.48E-07
*Des*	Desmin	3.27	1.04E-06
*Mylk2*	Myosin, Light Polypeptide Kinase 2, Skeletal Muscle	2.91	2.43E-06
*Ryr1*	Ryanodine Receptor 1, Skeletal Muscle	2.72	8.09E-06
*Ldb3*	LIM Domain Binding 3	2.54	2.86E-05
*Cacna1s*	Calcium Channel, Voltage-Dependent, L Type, Alpha 1S Subunit	2.54	1.00E-04
*Pgam2*	Phosphoglycerate Mutase 2	2.28	1.70E-03
*Hlx*	H2.0-like Homeobox	2.27	4.00E-04
*Myo18b*	Myosin XVIIIb	2.26	3.10E-05
*Mybpc2*	Myosin Binding Protein C, Fast-Type	2.21	8.87E-05
*Rcsd1*	RCSD Domain Containing 1	2.18	5.83E-06
*Smyd1*	SET and MYND Domain Containing 1	2.13	1.90E-03
*Mef2c*	Myocyte Enhancer Factor 2C	2.11	2.38E-08
*Asb2*	Ankyrin Repeat and SOCS Box-Containing 2	2.08	2.70E-03
*Klhl31*	Kelch-like 31	2.02	3.00E-04
*Smpx*	Small Muscle Protein, X-linked	1.98	6.50E-03
*Klhl41*	Kelch-like 41	1.93	1.38E-02

To identify the cells expressing these genes we performed immunostaining using antibodies against desmin, β-taxilin, ryanodine receptor 1, and sarcalumenin using lacrimal glands sections prepared from 2-day injected mice. As shown in Fig 7, all 4 antibodies stained round-shaped cells that were present in the stroma between the acini. In addition, there was occasional staining of cells at the base of the acini that was either continuous (desmin and sarcalumenin) or punctate (ryanodine receptor 1) (Fig 7, arrows). The stained cells looked very similar, suggesting that they likely identified the same cell type. To test this hypothesis we performed double-labeling experiments using an antibody against β-taxilin and one against desmin. As shown in Fig 8, in some sections cells were double-stained with β-taxilin and desmin antibodies (highlighted by arrows), whereas in other sections β-taxilin and desmin staining did not co-localize (highlighted by arrowheads and stars). These data suggest that there is a heterogenous population of cells expressing these muscle-related genes.

**Fig 7:**
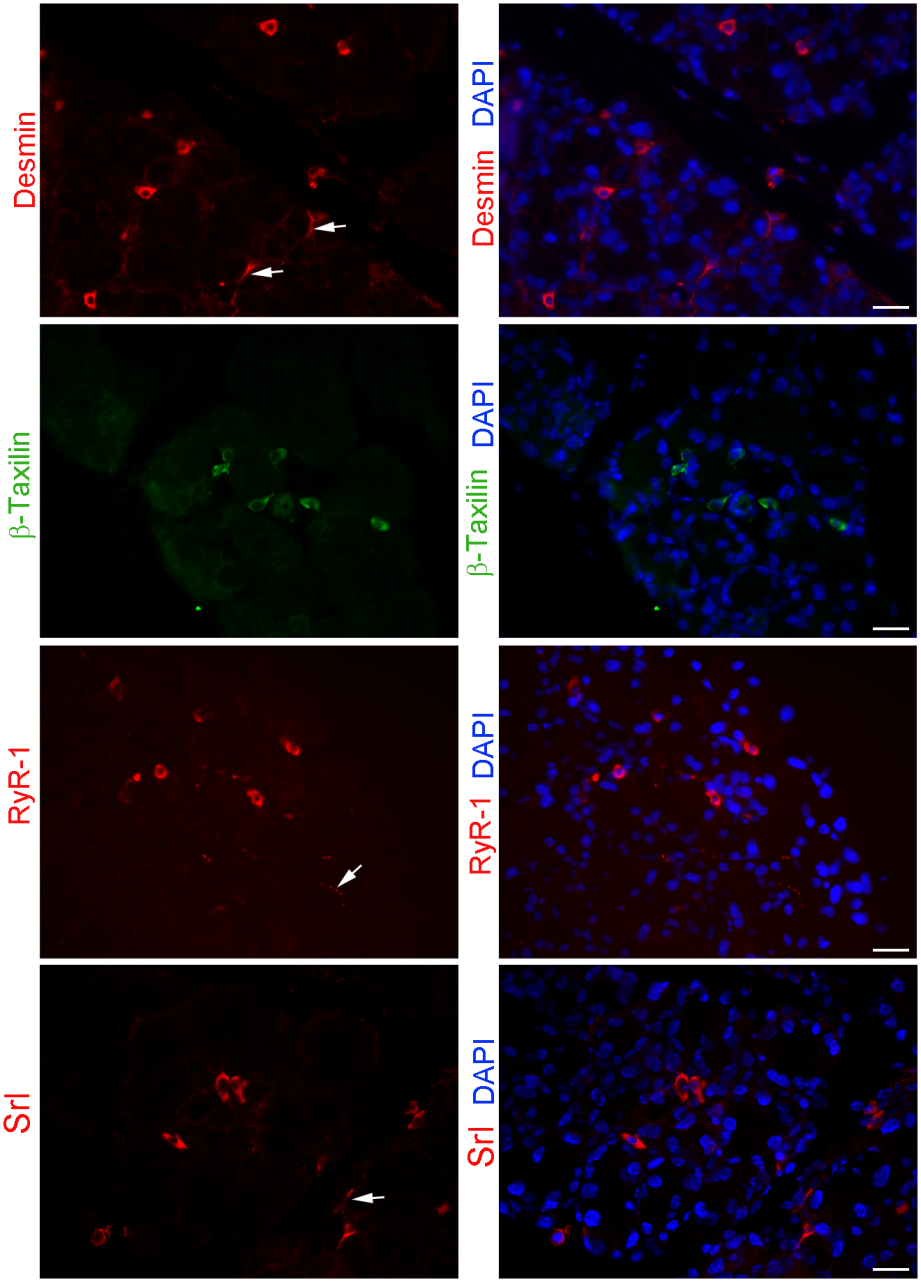
Immunohistochemical analysis of muscle related proteins in 2 day post injury lacrimal glands. Lacrimal gland tissue from IL-1α injected mice were stained for muscle related proteins desmin, β-taxilin, ryanodine receptor 1 (Ryr-1), and sarcalumenin (Srl). Panels represent staining from 2 days post IL-1α injected lacrimal glands which were counterstained with DAPI to visualize cell nuclei. Scale bars represent 25 μm.

**Fig 8:**
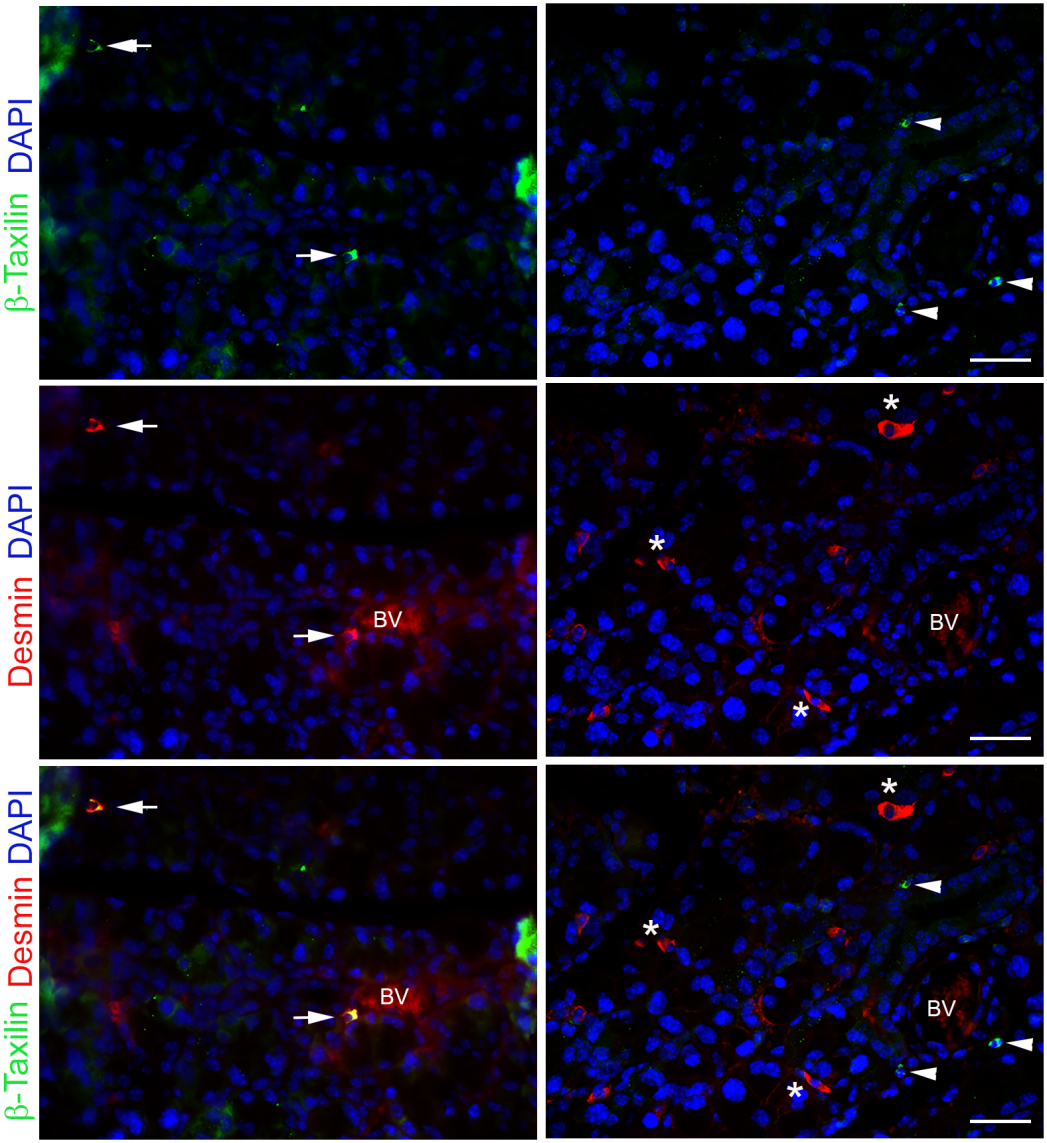
Double-staining of β-taxilin and desmin proteins. Lacrimal gland tissue from IL-1α injected mice were double-stained for muscle related proteins desmin and β-taxilin. Panels represent staining from 2 days post IL-1α injected lacrimal glands which were counterstained with DAPI to visualize cell nuclei. Arrows represent cells expressing both proteins; arrowheads represent cells expressing β-taxilin only; stars represent cells expressing desmin only; BV represents a blood vessel. Scale bars represent 25 μm.

In the lacrimal gland the only cells that are known to express muscle proteins are the myoepithelial cells [40]. We therefore performed immunofluorescence staining to visualize the localization of these muscle-specific proteins within the lacrimal gland (Fig 9). Lacrimal gland sections were double stained with antibodies against α-smooth muscle actin (SMA), a marker of myoepithelial cells [40], and desmin. As shown in Fig 9, desmin and SMA staining do not co-localize suggesting that cells other than myoepithelial cells express desmin. We also double-stained lacrimal gland sections for desmin and collagen 1 (which is secreted in part by the myoepithelial cells). As shown in Fig 9, there was minimal co-localization of desmin positive and collagen-1 staining. Similarly, Ryr1 does not seem to be expressed by the myoepithelial cells (data not shown). Please note that the expression of these proteins could be detected, albeit to a lower level, in sections from untreated lacrimal glands as well as those from other time points post-injury (S4 Fig). Future studies are needed to identify/characterize the cells expressing these muscle-related proteins.

**Fig 9:**
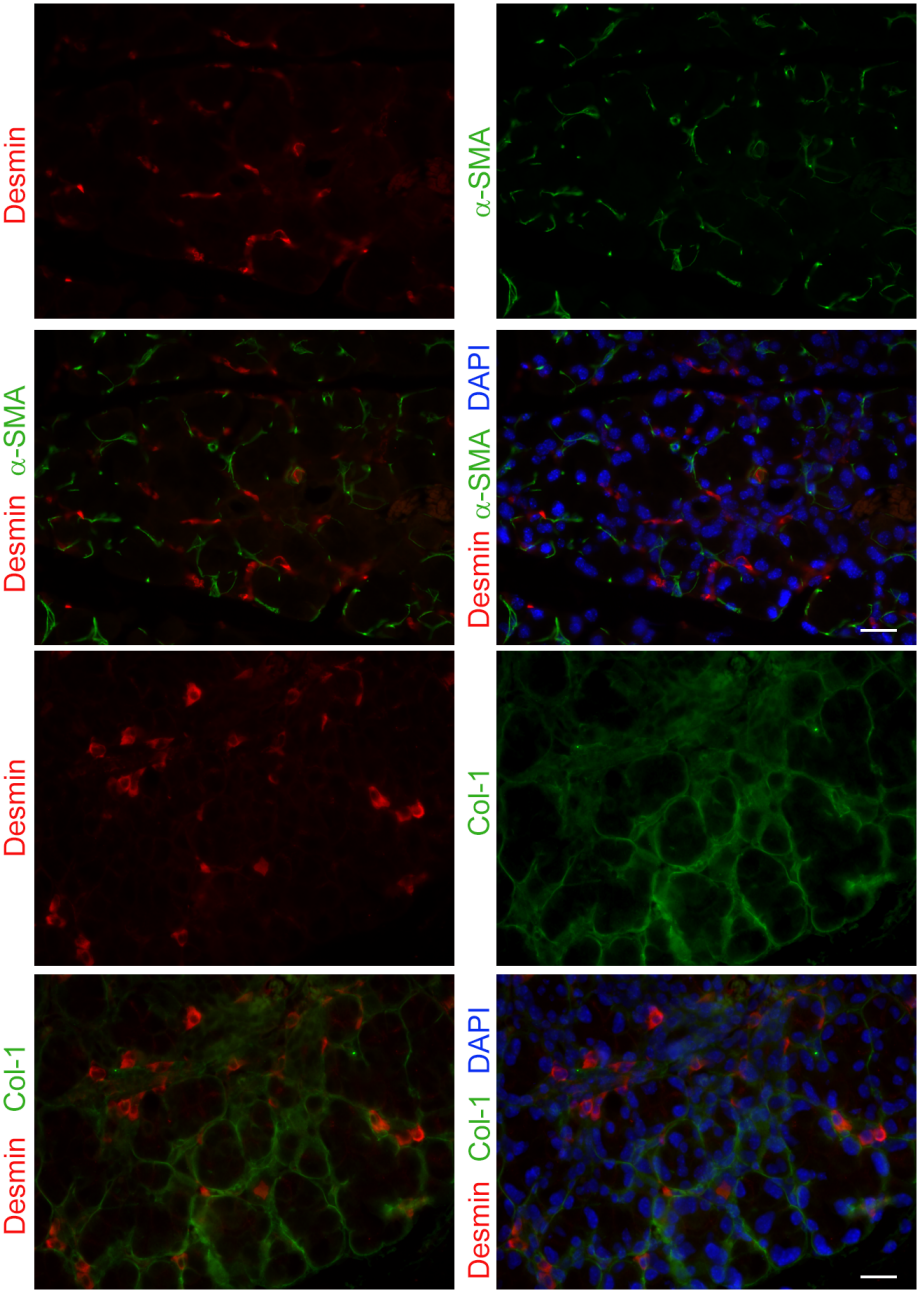
Double-staining of desmin and the myoepithelial cell marker, α-smooth muscle actin. Lacrimal gland tissue from IL-1α and saline (vehicle) injected mice were double stained for desmin and α-smooth muscle actin (α-SMA) or desmin and collagen I (Col-I). Panels represent staining from 2 days post IL-1α injected lacrimal glands which were counterstained with DAPI to visualize cell nuclei. Scale bars represent 25 μm.

## Conclusion

The data from the present studies demonstrated that experimentally induced injury to the lacrimal gland leads to a massive influx of innate immune cells, namely neutrophils followed shortly after by monocytes. In contrast, cells of the adaptive immune system (B and T cells) do not seem to be involved in this process. These findings are reminiscent of the immune response to radiation-induced injury to the lacrimal and salivary glands [41–43]. Several studies showed increased expression of IL-1β following irradiation [44, 45] and established this cytokine as an irradiation-induced stromal growth factor [46]. Our data showed that this cytokine is up-regulated 10- and 6-fold at day 1 and 2 post injury. 

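Il1b (ENSMUSG00000027398.9, chromosome 2, 129364570 to 129371139 of GRCm38) had a normalized expression of 5.88 ± 1.7 (SD, n = 3) at day 0, 142 ± 24.7 (SD, n = 3) at day 1 and 88.5 ± 6.04 (SD, n = 2) at day 2. The log2 fold changes were 4.39 (standard error 0.36, limma's adjusted p = 5.68e-09) and 3.73 (standard error 0.40, limma's adjusted p = 8.92e-07). Ccl2, the main attractant of monocytes, rose by 6.59 and 4.60 on these days. Il6 was listed at 0 at day 0 and reached 18.4 ± 2.22 (SD, n = 3) at day 1.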

Our data also show and/or confirm intensive remodeling of the ECM, increased cell proliferation, and activation of EMT during the regenerative phase (4–5 days post injury) of the lacrimal gland. Finally, we identified a group of cells, distinct from the myoepithelial cells, which expressed muscle-related proteins. These cells might play a role in lacrimal gland regeneration, a hypothesis that we plan to investigate in future experiments.

## Supporting information

S1 Table RNA integrity values of samples used for RNA sequencing. RNA integrity values were determined for all samples used in RNA-seq, using a Bioanalyzer 2100, to ensure that the quality of the RNA was sufficient for sequencing.
(XLSX)

S2 Table Gene set enrichment analysis of differentially expressed genes by day. All differentially expressed genes for days 1, 2, 4, and 5, were subjected to gene set enrichment analysis of biological process gene ontology terms. No data were generated for days 3, 7, 14 due to the small number of differentially expressed genes.
(XLSX)

S3 Table Gene set enrichment analysis of commonly differentially expressed genes from Venn diagram. Genes that were found to be commonly differentially expressed using Venn diagrams were subjected to gene set enrichment analysis of biological process gene ontology terms.
(XLSX)

S4 Table Gene set enrichment analysis of commonly differentially expressed genes between time points. Genes that were commonly differentially expressed between 2 time points, as determined using fold change-fold change plots, were subjected to gene set enrichment analysis of biological process gene ontology terms.
(XLSX)

S5 Table Expression data for genes in the 13 identified molecular signatures. The full expression data for all of the genes in each of the 13 identified molecular signatures.
(XLSX)

S6 Table Gene set enrichment analysis of 13 identified molecular signatures. Genes associated with the 13 identified molecular signatures were subjected to gene set enrichment analysis of biological process gene ontology terms.
(XLSX)

S1 Fig Fold change-fold change plots comparing commonly differentially expressed genes between time points. Fold change at 2 time points were plotted against each other to identify commonly differentially expressed genes. The number of genes that fall into each set are shown and the blue arrows indicate the regulation of the genes within a particular set.
(TIF)

S2 Fig Clustering of differentially expressed genes. K-means clustering (k = 50) was used to cluster genes based on expression pattern across all time points. Annotations indicate the type of molecular signature it was assigned to. Threshold for significant up/down-regulation (+/- 1 = log2[+/-2]) indicated by dotted blue line.
(TIF)

S3 Fig Gating of mass cytometry (CyTOF immunophenotyping) data to identify immune cell populations. Mass cytometry data was sequentially gated to identify the specific immune cells populations; percentages of plotted cells not total cells analyzed. Each column represents all cells from a specific gate: column 1 = gating of all single cells, column 2 = gating of CD45^+^ cells, column 3 = gating of non-T non-B cells, and column 4 = gating of CD11b high cells.
(TIF)

S4 Fig Double-staining of desmin and myoepithelial cell marker proteins. Lacrimal glands from 1 day post IL-1α injection and control non-injected mice were double stained for desmin and α-smooth muscle actin (α-SMA), a marker of myoepithelial cells, and counterstained with DAPI to visualize cell nuclei. Scale bar represents 25 μm for all panels.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

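RNA of whole lacrimal glands was measured in 27 female BALB/c mice, 3 in each of 9 groups: uninjured glands (day 0), glands on each of days 1 to 5 and on days 7 and 14 after IL-1α was injected into the gland, and glands 14 days after saline. The authors made stranded mRNA libraries, sequenced them as paired-end reads, aligned them with STAR to the mouse genome (mm10), counted them per gene with RSEM and normalized and tested them with DESeq2. Versions of STAR, RSEM and DESeq2 and the release of the annotation are not given. The deposited signal values are, as tested on the values and from the methods of the authors, RSEM's estimated counts per gene divided by 1 factor per library before deposit: the median ratio to the geometric mean over the 13068 genes above 0 in every library was 1.004 to 1.007 in all libraries, and 75.5 to 83.4% of low values lay within 0.01 of a whole multiple of 1 step per library. Whole reads are not recovered from them, because RSEM divides reads between genes. The factor of each library was estimated from that step, which gives 9.5 to 13.1 M estimated counts per library (median 11.0 M). Totals after normalization ran from 6.56 to 20.13 M.

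Values of 43346 genes in 26 libraries were read. Day 7 replicate 2 has no values and was not analysed here. The paper's exclusion of day 2 replicate 3, day 4 replicate 1 and day 7 replicate 1 was followed in the tests between groups, which leaves 23 libraries. Gene names and coordinates are of GRCm38 from a GENCODE annotation, the build the labels name; 42462 gene identifiers were found in it, 3 were named from S5 Table and 881 have no name. The annotation of the authors may be another release, so only identifiers that both hold were joined.

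edgeR, set down as the test before the data were examined, was not run, since the values are not counts, and the rule set down for normalized values was followed. Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with 1 coefficient for each of 9 groups, a moderated variance with a trend over expression, and Benjamini-Hochberg adjustment within each comparison. Genes with a value of at least 10 in at least 2 of the 23 libraries were tested, 13762 in all. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2, the paper's thresholds. The fit has 14 residual degrees of freedom and a median of 6.4 from the prior. Day 7 has 1 library and takes its spread from the other groups. All comparisons with day 0 share its 3 libraries. The fit was tested on simulated data with 200 changed genes among 13762. Of 2-fold changes, which lie at the threshold on the fold, 50.7% were called at day 1 and 43.3% at day 2. Of 4-fold changes 100% were called at days 1, 2 and 4, and 4 to 7 of the unchanged genes. The changed genes were drawn from those well above 0 at day 0, and each gene had the same normal spread in all groups. Genes near 0 and groups of wider spread were therefore not tested.

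Principal components were taken of the centred log2 values of the genes that pass the filter over 26 libraries. Libraries were clustered by average linkage on 1 minus the Pearson correlation over the 1000 most variable genes. Of the lists of genes written before the data were examined 48 could be tested, and 3 others had fewer than 2 members that passed the filter. Lists were tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over 384 tests (48 lists and 8 days), and again with a correlation estimated from the data. Beside each list stand the members called and the number called when adjusted over the list alone. The lists made from Tables 3 to 6 and from the clusters of S5 Table were chosen by the study on these libraries. Fisher's exact tests of lists in the genes shared by days were chosen after the shared genes had been counted.

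Genes named in the text follow a rule set down before the data were examined: every gene the paper names in its text, Tables 3 to 6 or Fig 3; for each comparison with day 0 the 10 genes up and 10 down with the largest fold change (5 and 5 at days 3, 7 and 14 and with saline) whose every library lies beyond every day 0 library, without predicted genes; and from each list up to 4 called members with the largest change, with members of the opposite direction. Values in the paper's tables had been seen. Among eligible genes, those whose call held under all alternatives were preferred. The genes set apart at day 3, those of the salivary list in day 7 replicate 3, Myh8, Unc5c by library and the genes down at day 1 and up at day 5 were named after their values were seen.

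The alternatives set down beforehand were all libraries of the file, a pseudocount of 0.1, no filter on low values, the replicate number as a block, only the 2 groups compared, saline as the control, the adjusted p alone, an estimated correlation for lists, other forms of the components and the clustering, and leaving out each library in turn. Added after seeing the data were a variance without trend, upper-quartile scaling, scaling to totals and a fit without the day 3 libraries. Alternatives with DESeq2 and edgeR, also set down beforehand, were not run, since these tools are not made for normalized values. Shared changes were compared with 20 simulations of unchanged groups against the same day 0 libraries. Values per library were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Mass cytometry, staining and PCR of the paper are not part of the deposited values and were left out.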

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

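Tests chosen only after the result was seen are, in this part, those of a muscle response confined to day 2, of muscle carried over in some libraries of several days, of a strain variant of the day 3 mice, of an injury response around day 3 and of which salivary genes move with Smgc.

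Mature skeletal muscle genes outside Table 6, on which the paper does not report, stood out at day 2, where 23 of 27 were up-regulated, and at day 14, where their mean was 167.1 in replicate 1 and 163.3 in replicate 3 but 10.12 in replicate 2. Muscle carried over at dissection was first tested with a bound set beforehand, a gap of at least 4-fold between the day 2 libraries in the mean of this list, and the gap was 3.25-fold, so the bound was not met. With the day 14 values seen, a wider form was tested, muscle carried over in some libraries of several days, and the day 14 libraries after IL-1α differed by 16.5-fold (6.19-fold within day 0 and 6.58-fold within day 5), with abundant fibre genes such as Acta1 at 602.5 and 688.3 in the day 2 libraries kept, 538.2 and 515.2 in day 14 replicates 1 and 3 and 0 in the 3 libraries of day 4. The high level of these genes was not confined to day 2. The mean of day 14 replicate 1 was 0.992 times that of the lowest day 2 library, and replicate 3 stood at 163.3. These 2 libraries argue against a high level at day 2 alone, whatever its source. The test of a response of gland cells confined to day 2 counted against it only if all libraries of another day came near that level. That was so on no other day. Single high libraries, as at day 14, could not count against such a response, so the test cannot decide on it. Muscle development could not be decided either, because 1 gene of its list, Myh8, was high enough to be tested. Carried-over muscle in libraries of several days is a candidate explanation found and tested on the same data, and a change in the glands of all 3 day 2 mice stays open, since whole glands were sampled with no sort of cells; 2 of the 27 genes were at 10 or more in all day 0 libraries and none is in Table 6.

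At day 3, 13 genes that the paper does not discuss lay more than 2-fold beyond all 23 other libraries in each of the 3 libraries, among them, chosen after their values were seen, Zhx2 (7.43 to 10 against 72.9 to 133), Alad (229 to 287 against 69.8 to 99.1), Mfap1a (219 to 234 against 27.6 to 70.1), Arl2bp (236 to 256 against 45.6 to 92) and Zfp973 (0 to 1.42 against 16 to 57.5). By chance 10.6 of the 13762 genes would lie beyond all other libraries at any size and 88 did, with 255 at day 0, 1457 at day 1, 304 at day 2, 6 at day 4, 61 at day 5, 46 at day 14 and 43 with saline, while by more than 2-fold there were 1 at day 0, 48 at day 1, 2 at day 2, 13 at day 3 and none in these others. An injury response that builds up at day 2 or lasts to day 4 is argued against, since 2 of the 13 genes moved in that way, and a choice of genes that left the libraries of days 2 and 4 out gave the same 13. For a strain variant shared by the day 3 mice, 4 of 35 tested genes within 100 kb were themselves set apart (mean of 0.24 and highest of 5 over 10000 random draws, share of draws as high 9e-04), but over 18 forms of this test the share was under 0.05 in 12, so a variant, a batch of mice and day 3 itself cannot be told apart. The labels name no substrain of BALB/c, reads of Mfap1a, Mup10 and the Zfp genes are shared with near copies, and no biological explanation beyond day 3 was tested.

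In the only day 7 library of the tests Scgb1b27, a secretoglobin gene that the paper does not discuss, stood at 13610 against 11.2 at day 0, and genes of salivary glands were high in the same library. Salivary gland tissue carried over at dissection was tested on the members of a fixed list other than Smgc and Mucl1, and 5 of 9 were at least 4 times their day 0 mean in this library, Prol1 (8021 against a mean of 13), Muc19 (490.6 against 0.3811), whose locus overlaps that of Smgc and which is no separate evidence, Dcpp2, Dcpp3 and Bpifb1 (2026, 181.3 and 23.24). The last 3 stood at 2777, 157.1 and 122.3 in day 3 replicate 2 and at 786.8, 33.92 and 61.52 in day 4 replicate 3, where Smgc was at 1.112 and 0, and Bpifa2 ran from 39.96 to 1232000 between the libraries of day 3 and from 2616 to 150500 within day 0, so salivary RNA without Smgc is a candidate source there. Genes high in this library were also up-regulated at day 14 by limma, Scgb1b27 (994.7, 248.6 and 137.1, adjusted p = 0.0143, but 0.0685 without replicate 1), Scgb2b26 (log2 fold change 4.32, adjusted p = 0.00316), Mucl1 (48.2, 25.59 and 13.71, adjusted p = 0.000517) and Prol1 (log2 fold change 5.21, adjusted p = 0.0471, but up to 0.147 without any 1 library of day 14 or day 0 replicate 2 or 3). Since 1 of the 5 genes, Prol1, moved with Smgc and has a locus of its own, carry-over could not be decided, and a change of the gland from day 7 to day 14 stays open too, with no second kept library at day 7, although in the excluded day 7 replicate 1 Smgc stood at 43.12 and Muc19 at 28.74.

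Differences between days were tested directly. Interferon response genes were lower at day 3 than at day 2 in 22 of 26. Sterol synthesis genes were higher at day 3 than at day 5 in 4 of 22. The 17 genes that fell at day 1 and rose at day 5 were also higher at day 5 than at day 1. Their choice fixes this direction, so it is no separate evidence. Saline-injected glands, for which the paper's text gives no changed genes, differed from uninjured glands in 132 genes, and with the excluded day 7 library put back 924 genes changed at day 7.

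Groups of 3 libraries were also regrouped in every way. With 3 against 3 there are 10 splits, too few for a share under 0.05. In 1 of 10 splits, the real one, the count was as large as 2255 at day 1, where the highest other split gave 0, and likewise as large as 433 at day 3 (33), 1429 at day 5 (0), 229 at day 14 (15) and 132 with saline (1). Between IL-1α and saline at day 14 all 10 splits gave 0 genes by limma, with 682 at an unadjusted p under 0.05 in the real one.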

How the results depend on the processing

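No result reversed its direction under the alternatives run, except with total scaling. Falls at day 1 then turned positive in Col6a5, Insig1 (from -1.08 to 0.1), Lrrc17, Pi16 and Thbs2. The medians of lists turned where the text says so. The medians of cluster VII at days 2 to 5 went from -0.72, -0.22, -0.26 and -0.33 to 0.17, 0.45, 0.48 and 0.46. Genes higher at day 2 than at day 1 went from 278 against 87 lower to 207 against 284. Alternatives chosen only after the result was seen are no trend of the variance, upper-quartile scaling, total scaling and the fit without the day 3 libraries. For the called genes named in the text, 5304 of 5800 comparisons with an alternative stayed past the thresholds and 496 did not. Of these, 350 were on leaving out 1 library, 48 with no filter and 46 with all libraries. Total scaling, saline as the control and the fits of only 2 groups were not among these comparisons. Genes whose call held were preferred for naming, so the share does not describe all called genes. The values that moved are given with the value reported elsewhere in brackets, and the cause was not tested unless stated.

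With total scaling: day 1 8426 (2255), day 2 5583 (1673), day 3 2876 (433), day 4 3770 (1017), day 5 4473 (1429), day 14 saline 218 (132), any day 9589 (3244). With the adjusted p alone: day 1 5854 (2255), day 2 4231 (1673), day 3 1277 (433), day 4 2540 (1017), day 5 3963 (1429), day 14 953 (229), day 14 saline 537 (132). With saline as the control: day 3 286 (433), day 14 0 (229), genes down at both day 1 and day 2 79 (135), genes down at day 1 and up at day 5 31 (17). With only the 2 groups compared: day 3 82 (433), day 4 477 (1017), day 7 0 (26), day 14 29 (229), day 14 saline 18 (132). With all 26 libraries: day 7 924 (26), day 14 saline 73 (132), day 4 and day 3 105 (179), lists at day 7 32 (20), median of cluster II (276 genes) at day 2 2.66 (2.47), median of cluster IV at day 4 1.27 (1.49), median of cluster VIII at day 2 2.35 (2.22). With no filter on low values: day 7 202 (26), day 14 saline 61 (132), IL-1α and saline at day 14 3 (0), day 5 and day 4 10 (0), genes silent at day 0 590 (52). With a pseudocount of 0.1: day 5 and day 4 1 (0). With an estimated correlation: lists at day 1 3 (17), lists at day 2 1 (30), lists at day 3 0 (19), lists at day 4 0 (26), lists at day 5 0 (31), lists at day 7 0 (20), lists at day 14 0 (17), lists at day 14 saline 0 (14). With unit variance: principal components 39.6 (41.3). With the top 500 genes: principal components 44 (41.3).

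With the replicate block: day 7 17 (26); the replicate numbers pair no libraries, since the mean correlation of residual profiles was 0.02, -0.025 and -0.005 within numbers 1, 2 and 3 and 0.002 between different numbers, and 7 of 18 libraries were closest to one of their own number.

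Leaving out 1 library at a time gave these lowest and highest counts of changed genes: day 1 2132 to 2351 (2255), day 2 1130 to 1689 (1673), day 3 270 to 515 (433), day 4 416 to 1078 (1017), day 5 1147 to 1458 (1429), day 7 24 to 29 (26), day 14 110 to 319 (229), day 14 saline 42 to 211 (132), IL-1α and saline at day 14 0 to 3 (0), day 2 and day 1 95 to 316 (365), day 3 and day 2 392 to 940 (911), day 4 and day 3 27 to 260 (179), day 5 and day 4 0 to 0 (0); genes up at both day 1 and day 2 843 to 1171 (1123), genes down at both day 1 and day 2 76 to 147 (135), genes up at both day 4 and day 5 340 to 858 (847), genes down at day 1 and up at day 5 13 to 18 (17); and of gene lists: day 1 15 to 19 (17), day 2 28 to 32 (30), day 3 16 to 24 (19), day 4 26 to 28 (26), day 5 29 to 32 (31), day 7 16 to 24 (20), day 14 10 to 23 (17), day 14 saline 11 to 16 (14). The lowest were without day 3 replicate 2 at day 3, without day 4 replicate 2 at day 4 and for days 4 and 5 together, and without day 0 replicate 1 at day 14 and with saline; fewer libraries leave fewer degrees of freedom, and where 1 library is left it is assumed to vary like the other groups.

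Not run, because the values are not counts, were both DESeq2 tests and edgeR with other size factors, and the alternative of all 27 libraries became all 26 of the file. No other depth was tried; at a median of 11.0 M estimated counts per library 13762 of 43346 genes passed the filter on low values, and the rest have no result here.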

Differences from the paper's values

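For every tested value that Tables 3 to 6 mark as changed the direction was the same as the paper's, and the size was mostly larger here. Of 167 values that the paper states for a measure computed here, 92 differed and 75 did not. A fold change differed if it was off by more than 1.5-fold and by more than the spread between replicates. Counts of genes and the share of variance have no such spread and were judged by the 1.5-fold bound alone. Each was recomputed under the alternatives that apply to it: all 26 libraries, a pseudocount of 0.1, no filter on low values, the replicate block, day 14 saline as the control, leaving out each library of the groups compared, and for counts of genes by day also only the 2 groups compared and the adjusted p alone. The thresholds on adjusted p and fold have the values the paper states, and the test differs (DESeq2 in the paper, limma here). The paper does not state how its folds were computed. Over the genes of S5 Table, the slope of its log2 fold changes on those here was 0.693 at day 1, 0.547 at day 2, 0.38 at day 4 and 0.445 at day 5. A 2-fold cut may therefore not be the same cut on both sides. The differences below do not by themselves show a disagreement in the data. Of the cells of the paper's tables, 32 of 32 in Table 3, 35 of 40 in Table 4, 40 of 42 in Table 5 and 14 of 17 in Table 6 were called in the same direction here, and the median ratio of the fold here to the paper's was 1.52, 1.43, 1.42 and 3.36. Over the 1998 genes of S5 Table tested here, the log2 fold changes correlated with the paper's with r = 0.962 at day 1, 0.921 at day 2, 0.808 at day 4 and 0.845 at day 5, and genes are not independent replicates.

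Numbers of genes that differed were, first the paper's value and then the one here, genes down 60 and 157 at day 2, 13 and 79 at day 3, 4 and 58 at day 4, 11 and 81 at day 5 and 5 and 54 at day 14; genes up 31 and 354 at day 3, 166 and 959 at day 4, 269 and 1348 at day 5 and 7 and 16 at day 7; genes up on both days 89 and 847 at days 4 and 5; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with all libraries of the file, with day 14 saline as the control, with only the 2 groups compared, without day 0 replicate 1, without day 1 replicate 1, without day 1 replicate 2 and without day 1 replicate 3, genes up 1029 and 1554 at day 1; without day 2 replicate 1, genes up 798 and 1516 at day 2, and genes up on both days 565 and 1123 at days 1 and 2, and genes down on both days 52 and 135 at days 1 and 2; with only the 2 groups compared, genes down 0 and 10 at day 7; with day 14 saline as the control, genes up 0 and 175 at day 14; with a pseudocount of 0.1, genes changed at any day 2131 and 3244 at days 1 to 14.

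Fold changes of genes in the paper's text that differed were, first the paper's value and then the one here, Lcn2 52 and 249 at day 1 and 10 and 57 at day 2; Zeb2os 2.47 and 4.95 at day 1; Tgfb1 2.18 and 5.05 at day 2; Zbtb16 3 and 8.89 at day 3 and 3 and 7.03 at day 5; Il1b 10 and 21 at day 1 and 6 and 13.3 at day 2; Mylk2 2.9 and 18.3 at day 2; Myo18b 2.3 and 10 at day 2; Mybpc2 2.2 and 34.9 at day 2; Des 3.3 and 15.4 at day 2; Ryr1 2.7 and 23.3 at day 2; Srl 3.5 and 17.4 at day 2; Txlnb 3.3 and 11.3 at day 2; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with day 14 saline as the control, without day 0 replicate 3 and without day 1 replicate 3, Snai1 1.84 and 3.1 at day 1; without day 0 replicate 3, Vim 3.07 and 4.67 at day 2, and Klhl41 1.9 and 6.48 at day 2; with day 14 saline as the control, without day 0 replicate 2 and without day 2 replicate 1, Hmga1 1.86 and 3.09 at day 2; with day 14 saline as the control and without day 2 replicate 1, Has2 2.18 and 5.49 at day 2; without day 5 replicate 3, Tnn 3.25 and 16 at day 5; without day 0 replicate 1, the decrease of Zbtb16 3 and 1.87 at day 2. The fold of Tnn depends on the added 1, since it is listed at 0 in every day 0 library. For Tgfb1 at day 2 the paper gives 2.18 in its text and 3.2 in Table 5.

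Fold changes of Table 3 that differed were, first the paper's value and then the one here, Col1a1 2.2 and 5.29 at day 4 and 4 and 9.54 at day 5; Col1a2 2.2 and 4.18 at day 4 and 3.7 and 6.84 at day 5; Col3a1 2.4 and 5.4 at day 4 and 3.4 and 7.24 at day 5; Col5a1 3.8 and 6.11 at day 5; Col8a1 2.4 and 6.22 at day 5; Col11a1 3.6 and 10.4 at day 5; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with all libraries of the file, Col5a1 2.3 and 3.76 at day 4; with all libraries of the file and with day 14 saline as the control, Col5a2 2.3 and 3.7 at day 4; with day 14 saline as the control, Col5a2 3.6 and 5.55 at day 5, and Col5a3 2.1 and 3.16 at day 5, and Col6a3 2.3 and 3.51 at day 5, and Col17a1 2 and 3.03 at day 5, and Col18a1 2.4 and 3.87 at day 5.

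Fold changes of Table 4 that differed were, first the paper's value and then the one here, Mmp8 13.1 and 42.3 at day 1 and 2.5 and 9.98 at day 2; Mmp9 4.1 and 6.67 at day 2; Mmp23 2.2 and 3.68 at day 5; Timp1 4 and 48.4 at day 1 and 2.7 and 44.1 at day 2; Adam8 8.7 and 17.1 at day 1 and 3.7 and 8.03 at day 2; Adam12 2.3 and 4.41 at day 4 and 3.7 and 6.82 at day 5; Adamts4 3.4 and 11.8 at day 1 and 2.7 and 11.2 at day 5; Adamts7 2.2 and 5.49 at day 5; Adamts14 2.2 and 5.76 at day 4; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with day 14 saline as the control, Adam19 2.3 and 4.15 at day 5, and Adamts1 2.7 and 4.71 at day 1. The folds of Mmp8 depend on the added 1, since it is listed at 0 in every day 0 library.

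Fold changes of Table 5 that differed were, first the paper's value and then the one here, Thbs1 3.6 and 8.03 at day 2; Mfap2 2.5 and 4.6 at day 5; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with a pseudocount of 0.1, the decrease of Fbln7 3.6 and 2.06 at day 1; with a pseudocount of 0.1 and with day 14 saline as the control, the decrease of Mfap4 5.2 and 3.1 at day 1; with day 14 saline as the control, the decrease of Mfap4 2.3 and 1.4 at day 2, and Mfap4 4.7 and 12.4 at day 5, and Tgfb1 3.2 and 5.05 at day 2, and Ltbp2 2.5 and 5.45 at day 5, and Fscn1 2.6 and 5.65 at day 1, 2.1 and 4.73 at day 2 and 2.8 and 6.32 at day 5, and Eln 2.7 and 6.83 at day 5; with all libraries of the file and with day 14 saline as the control, Mfap4 2.5 and 6.4 at day 4; with all libraries of the file and with the replicate block, Fn1 2.2 and 3.41 at day 4.

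Fold changes of Table 6 that differed were, first the paper's value and then the one here, Cacna1s 2.54 and 14.7 at day 2; Pgam2 2.28 and 5.04 at day 2; Smyd1 2.13 and 7.1 at day 2; Klhl31 2.02 and 8.83 at day 2; Smpx 1.98 and 4.67 at day 2; each of these differed under every alternative set before the data were examined. The others, again with the paper's value first, did not differ under the alternatives named before them and differed under the rest: with day 14 saline as the control, Ldb3 2.54 and 4.52 at day 2, and Hlx 2.27 and 4.9 at day 2.

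Cells of Tables 4 to 6 that the paper calls and that were not called here, with the log2 fold change here, were Mmp23 at day 1 (-0.90, limma's adjusted p = 0.0701), Mmp25 at day 1 (below the filter on low values) and Mfap4 at day 2 (-0.48, limma's adjusted p = 0.415), called under no alternative; Adamts16 at day 1 (below the filter on low values) and Adamtsl2 at day 1 (below the filter on low values), called with no filter on low values; Adamts17 at day 1 (-1.15, limma's adjusted p = 0.111), called with day 14 saline as the control and without day 0 replicate 1; Fbln7 at day 1 (-1.04, limma's adjusted p = 0.0748), called with day 14 saline as the control, without day 0 replicate 1 and without day 1 replicate 1; Asb2 at day 2 (1.28, limma's adjusted p = 0.0848), called with all libraries of the file, with the replicate block and with day 14 saline as the control; Smpx at day 2 (2.22, limma's adjusted p = 0.121), called with all libraries of the file and with day 14 saline as the control; Klhl41 at day 2 (2.70, limma's adjusted p = 0.0862), called with all libraries of the file, with day 14 saline as the control and without day 0 replicate 1. Unc5c, which the paper names among the silent genes, also lay below the filter.

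Some statements of the paper on rank, grouping and timing came out otherwise. The paper names Lcn2 as the most up-regulated gene, while here Saa3, S100a9, Slfn4 and S100a8 had larger log2 fold changes at day 1 (8.84 for S100a8) and Lcn2, at 7.96, was number 5. The paper links nearly all of the strongly up-regulated genes of day 5 to the matrix. Of the 10 with the largest rise here whose libraries all lay above day 0, predicted genes left out, 3 encode matrix proteins or an inhibitor of their proteases (Tnc, Tnn and Timp1), although 22 of 31 collagen genes rose. These 10 were ranked by the folds here, which differ from the paper's, and are no tally of all strongly up-regulated genes. Among them, Btg3 and Ms4a1 were also called up with saline, Btg3 with a log2 fold change of 5.12. The paper places most day 2 to 5 samples together and the steady-state samples in a cluster of their own, while here the first split of the clustering parted days 1 and 2 from all other days, day 3 formed no cluster of its own, and glands of days 3 to 5 stayed in the larger branch with the uninjured ones. Over all genes of the filter instead of the 1000 most variable, the first split was the same, and with 3 branches the libraries of days 4 and 5 and the excluded day 7 replicate 1 formed one of their own, apart from day 3 and the uninjured glands. Over the 1000 genes, 2 of the further branches also parted by the level of the salivary gene Bpifa2. Day and salivary RNA were not told apart there. The paper finds no strong correlation between days 1 or 2 and days 4 or 5, while the log2 fold changes here correlated with r = 0.59, 0.61, 0.70 and 0.75 for days 1 and 4, 1 and 5, 2 and 4, and 2 and 5, of which the shared controls alone give 0.44, 0.5, 0.39 and 0.44. The paper describes clusters II and III as weaker at day 1 than cluster I, while 1 of the 2, with 276 genes (cluster II by the sheets of S5 Table and III by the numbers in Table 2), had a median of 2.69 against 1.92 here, and of 1.98 against 1.4 by the paper's own folds; the other, with 149 genes, was weaker, at 1.55. Clusters IV to VI are described as selective for the days after day 2, while 57 of 82 genes of cluster IV and 40 of 105 of cluster VI were up at day 2 here.

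Mmp3, which the paper places early, rose at day 5 as well (1.21). The rise of Tnc, placed at day 5, was called at day 2 (4.74) too, and at day 4 (3.05) in a call lost without day 0 replicate 1 (limma's adjusted p = 0.177), day 4 replicate 2 (0.229) or day 4 replicate 3 (0.0853). The share of variance on the first 2 components, 41.3%, and the number of genes silent before injury that changed, 52, lay within 1.5 times the paper's values of 45% and 63.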

Other observations

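In this part the values of Myh8 by library were looked at only after the result was seen.

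Complement genes were up-regulated in 9 of 16 at day 2, 13 at day 4 and 15 at day 5 (9, 15 and 15 when adjusted over the list alone; at day 4 median 1.55, camera's adjusted p = 5.48e-14, and adjusted p = 0.0868 with an estimated correlation). Cfb, of the alternative pathway, had log2 fold changes of 4.55, 4.07, 3.07 and 2.88 at days 1, 2, 4 and 5, and C3 one of 2.15 at day 4. Endothelial markers rose in 6 of 9 at day 5 (6 over the list alone; median 1.22, camera's adjusted p = 1.17e-05, and adjusted p = 0.212 with an estimated correlation), with Cdh5 at 1.38 and Esam at 1.68. Smooth muscle and pericyte markers rose in 6 of 10 at day 5 (6 over the list alone; median 1.61, camera's adjusted p = 9.61e-05, and adjusted p = 0.13 with an estimated correlation), and Notch3, at 1.75, was one of them. Of 10 fibroblast markers 1 rose and 3 fell at day 1, Dpt, with a log2 fold change of -1.85, among the latter, and 5 rose at day 5 (5 over the list alone; median 0.91, camera's adjusted p = 0.000129, and adjusted p = 0.266 with an estimated correlation).

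Adipocyte markers fell in 4 of 9 at day 1 (4 over the list alone), with a median of -0.78 that turns to 0.32 with scaling to totals, and in 2 at day 14 (3 over the list alone; median -0.93, camera's adjusted p = 2e-05, and adjusted p = 0.218 with an estimated correlation), and Cfd, adipsin, had log2 fold changes of -1.40 and -1.36 on these days. Plasma cell markers fell in 4 of 7 at day 1 (4 over the list alone; median -1.63, camera's adjusted p = 0.0429, and adjusted p = 0.249 with an estimated correlation). Of 4 T cell markers 2 rose at day 5 (3 over the list alone; median 1.50, camera's adjusted p = 0.0847, and adjusted p = 0.218 with an estimated correlation). Myoepithelial and basal markers rose in 3 of 9 at day 5 (3 over the list alone; median 0.53, camera's adjusted p = 0.000707, and adjusted p = 0.188 with an estimated correlation), with Krt14 at 1.22. Of 13 glucocorticoid response genes 5 rose and 4 fell at day 1 (6 and 4 over the list alone), Mt2, a metallothionein, by 5.21, and 3 fell at day 14 (3 over the list alone; median -0.46, camera's adjusted p = 0.000434, and adjusted p = 0.0868 with an estimated correlation). Of 16 genes of Notch and Wnt signalling and epithelial progenitors, 3 rose at day 5 (3 over the list alone; median 0.38, camera's adjusted p = 0.0184, and adjusted p = 0.218 with an estimated correlation), with Wnt4 at 1.25.

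Clock genes changed on days 1 to 3. Of 5 genes of the positive arm 3 fell on each of these days (3 over the list alone), with medians of -2.23, -1.93 and -1.57 (at day 3 camera's adjusted p = 6.27e-07, and adjusted p = 0.0699 with an estimated correlation), and the 10 genes of the negative arm had medians of 0.58, 0.69 and 0.7. Npas2 had log2 fold changes of -2.77, -1.93 and -2.26, and Per3 of 2.16, 1.76 and 1.60. The hypothesis of a different time of day at harvest was tested through the 2 arms, which moved in opposite directions in every kept library of days 1, 2 and 3, with medians at least 2.26 apart, as they did in both kept libraries of day 4, with medians 0.73 apart, and in 2 of 3 libraries of day 5, with medians 0.26 apart. A time of harvest that differed from that of day 0 may explain this, and a change of the clock by the injury itself stays open, since the times of harvest are not given.

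Muscle progenitor genes were mostly too low to be tested. Myh8, of developing muscle, which was chosen after its values were seen, stood at 38.73 and 67.07 in the day 2 libraries kept and at 1.877 in the excluded one, at 56.75 in the excluded day 7 replicate 1 and at 68.49 in day 14 replicate 3.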
